# ADAD2 regulates heterochromatin in meiotic and post-meiotic male germ cells via translation of MDC1

**DOI:** 10.1242/jcs.259196

**Published:** 2022-02-22

**Authors:** Lauren G. Chukrallah, Aditi Badrinath, Gabrielle G. Vittor, Elizabeth M. Snyder

**Keywords:** Chromatin, Germ cells, Meiosis, RNA-binding proteins, mRNA translation, Spermatogenesis

## Abstract

Male germ cells establish a unique heterochromatin domain, the XY-body, early in meiosis. How this domain is maintained through the end of meiosis and into post-meiotic germ cell differentiation is poorly understood. ADAD2 is a late meiotic male germ cell-specific RNA-binding protein, loss of which leads to post-meiotic germ cell defects. Analysis of ribosome association in *Adad2* mouse mutants revealed defective translation of *Mdc1*, a key regulator of XY-body formation, late in meiosis. As a result, *Adad2* mutants show normal establishment but failed maintenance of the XY-body. Observed XY-body defects are concurrent with abnormal autosomal heterochromatin and ultimately lead to severely perturbed post-meiotic germ cell heterochromatin and cell death. These findings highlight the requirement of ADAD2 for *Mdc1* translation, the role of MDC1 in maintaining meiotic male germ cell heterochromatin and the importance of late meiotic heterochromatin for normal post-meiotic germ cell differentiation.

## INTRODUCTION

Male germ cell differentiation is accompanied by radical changes in the chromatin landscape as cells progress from mitosis to meiosis to spermiogenesis (Kota and Feil, 2010). Of particular importance is the formation early in meiosis of the XY-body, a heterochromatic region encapsulating the X and Y chromosome. Failure to form an XY-body results in meiotic cell arrest and infertility (Abe et al., 2020; Fernandez-Capetillo et al., 2003; Ichijima et al., 2011). Thus, although factors initiating this event have been well described, how the unique chromatin state of the XY-body is maintained through the later stages of meiosis and whether this is important for post-meiotic steps of male germ cell differentiation is unknown.

In early meiotic spermatocytes, pericentric heterochromatin (PCH) of both sex chromosomes and autosomes is composed of similar epigenetic marks (Magaraki et al., 2017). However, with the onset of chromosome synapsis, PCH and other heterochromatin marks diverge between the sex chromosomes and the autosomes, resulting in two unique chromatin compartments, autosomal PCH and the XY-body, composed of sex chromosome PCH and other sex-chromosome-enriched epigenetic marks (Namekawa et al., 2006). These compartments ultimately give rise to distinct compartments in the post-meiotic germ cell, with autosomal PCH forming a region termed the chromocenter (CC) and sex chromosome PCH forming post-meiotic sex chromatin (PMSC) (Haaf and Ward, 1995; Namekawa et al., 2006). Although genetic evidence demonstrates XY-body formation is required in early and mid-meiosis to suppress synapsis checkpoints and silence sex chromosome gene expression (meiotic sex chromosome inactivation – MSCI) (McKee and Handel, 1993), it is unknown whether stringent maintenance in late meiosis is necessary for post-meiotic germ cell differentiation and how maintenance may be achieved.

Two key mediators of XY-body formation are breast cancer 1 (BRCA1) and mediator of DNA-damage checkpoint protein 1 (MDC1). In male germ cells, BRCA1 is required for the initial establishment of X-chromosome γH2AX through its recruitment of ATR and TOPBP1, ultimately forming X-chromosome PCH (Broering et al., 2014). MDC1, on the other hand, interacts with γH2AX (Ichijima et al., 2011; Savic et al., 2009) and leads to spreading of the γH2AX mark throughout the X and Y, giving rise to the XY-body (Ichijima et al., 2011; Namekawa et al., 2006). Although the MDC1-γH2AX pathway has been traditionally associated with the DNA damage response (DDR) (Blanco-Rodriguez, 2012; Savic et al., 2009) and in recombination via regulation of MLH3 (Testa et al., 2018), a growing consensus contends that meiotic male germ cells leverage this pathway to facilitate chromatin-induced silencing of the X and Y chromosome early in meiosis. In support of this, MDC1 either directly or indirectly influences the XY-body localization of multiple chromatin remodeling proteins required to establish the unique epigenetic signature of the XY-body (Ichijima et al., 2011). MDC1 and BRCA1 remain high throughout meiosis (Ahmed et al., 2007; Turner et al., 2004), suggesting they may be important in the maintenance of the XY-body; however, mutation of either results in germ cell loss prior to meiotic completion (Ahmed et al., 2007), thus their roles in late meiosis and post-meiotic events are unclear.

Several lines of evidence suggest the chromatin state of the XY-body late in meiosis is important for post-meiotic germ cell development. The chromatin composition of the CC and PMSC closely mimics their meiotic counterparts. Furthermore, mutation of the MDC1-interacting protein Scm polycomb group protein like 2 (SCML2), leads to dysregulation of spermatid chromatin (Luo et al., 2015). Mutation of a second meiotic chromatin remodeling protein, bromodomain testis associated (BRDT), alters heterochromatin in both meiotic compartments during late meiosis and displays distinct CC abnormalities coupled with defects in sperm maturation (Berkovits and Wolgemuth, 2011). As spermatid chromatin state is thought to establish the nuclear topology necessary for genome compaction in the sperm head (Haaf and Ward, 1995; Meyer-Ficca et al., 1998), these observations couple meiotic chromatin state with final germ cell genome remodeling. The underlying mechanisms driving this phenomenon are, as yet, unknown.

Translation regulation, which is mediated by RNA-binding proteins (RBPs), is a hallmark of meiotic and post-meiotic male germ cells (Braun et al., 1989; Kleene et al., 1984). As a result, there is a solid understanding of how RBPs facilitate translation repression during meiosis (Yang et al., 2007). Although there has been no equivalent study of how RBPs enhance translation during meiosis and the physiological importance thereof, genetic models have shown that abnormal translation initiation can lead to failed meiotic progression (Sun et al., 2010). Furthermore, translation activation during meiosis is dynamically regulated in both mammalian oocytes (Susor et al., 2016) and yeast (Brar et al., 2012). Coupled to this, male germ cells face the additional complexity arising from MSCI that prevents expression of X-chromosome genes, such as *Scml2*, late in meiosis (Mueller et al., 2008) where they are required for meiotic events (Hasegawa et al., 2015). Together, these observations suggest positive regulation of translation may be an important regulator of male germ cell meiosis; however, the relevant RBPs, their mRNA targets and the physiological outcome of abnormal translation have yet to be elucidated.

ADAD2 is a germ cell-specific RBP necessary for post-meiotic germ cell differentiation; *Adad2* mutant germ cells fail to undergo the final stage of development, spermiogenesis (Chukrallah et al., 2020). However, the molecular underpinnings of germ cell loss in the *Adad2* mutant are unknown. Paradoxically, ADAD2 is expressed and detected exclusively in mid- and late meiotic germ cells, suggesting it regulates processes in meiosis that are important for post-meiotic events (Chukrallah et al., 2020). One of the key events of post-meiotic differentiation is the establishment of a compacted haploid genome via the sequential replacement of histones first with transition proteins followed by protamines (Braun, 2001; Yu et al., 2000; Zhao et al., 2004). However, it remains unclear whether epigenetic programming in the meiotic cell directly influences post-meiotic chromatin transitions.

Here, we demonstrate ADAD2 is required for normal translation of *Mdc1* late in meiosis. In *Adad2* mutants, defective *Mdc1* translation gives rise to aberrant heterochromatin in both autosomes and the sex chromosomes of late meiotic spermatocytes. These defects are retained in haploid spermatids, which ultimately undergo arrest and apoptosis. Our studies define the mechanism of germ cell death in *Adad2* mutants and highlight the central role of MDC1 in maintaining heterochromatin in both chromatin compartments of the late meiotic germ cell, the importance of this maintenance for normal post-meiotic germ cell chromatin and the key role of translation regulation therein.

## RESULTS

### *Adad2* mutant round spermatids exhibit abnormal chromatin structure

*Adad2* mutants (*Adad2^em3^*, referred to herein as *Adad2^M/M^*) display post-meiotic germ cell loss (Chukrallah et al., 2020). In our effort to understand the molecular underpinnings of the *Adad2^M/M^* phenotype, we examined post-meiotic germ cell morphology in *Adad2^M/M^* testis. The chromocenter, a hallmark of post-meiotic round spermatids, is a heterochromatic region central to spermatid nuclear organization (Berkovits and Wolgemuth, 2011) easily assessed via DAPI staining. As expected, this analysis (Fig. 1A) showed wild-type round spermatids nearly always contained a single, well-defined chromocenter. In contrast, *Adad2^M/M^* round spermatids contained multiple regions of dense DAPI staining, often displaying dramatic increases in chromocenter-like foci relative to wild type. We confirmed the heterochromatic nature of these morphological features via immunofluorescent staining with the heterochromatin mark HP1α (Fig. 1B).

**Fig. 1.**
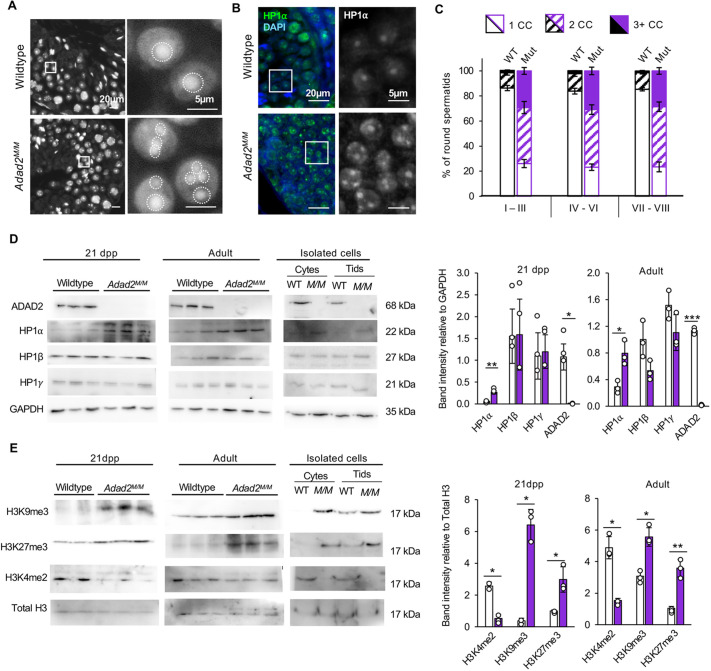
***Adad2* mutant meiotic spermatocytes and post-meiotic spermatids have abnormal localization and increased levels of heterochromatin.** (A) DAPI-stained adult wild-type and *Adad2* mutant (*Adad2^M/M^*) stage-matched tubules show a single DAPI-intense focus (chromocenter) in wild-type round spermatids and an increased number of DAPI-intense foci in mutant round spermatids. The area outlined in the images on the left is shown in more detail on the right. Dashed circles indicate DAPI-intense foci. Quantification of DAPI-intense foci demonstrates a significant increase in mutant spermatids. (B) Immunofluorescence of HP1α in wild-type and *Adad2* 21 dpp testis reveals a single HP1α focus in wild-type spermatids and multiple foci in mutant spermatids, consistent with abnormal chromocenter number in mutants. The area outlined in the images on the left is shown in more detail on the right. Green indicates HP1α, blue indicates DAPI. HP1α only is shown on the right. (C) Chromocenter number by stage in adult wild-type and *Adad2^M/M^* round spermatids (three biological samples per genotype) demonstrating high chromocenter number throughout development in mutant cells. Error bars indicate s.d. (D) Western blot of HP1 proteins in 21 dpp and adult whole-testis lysate from wild-type and *Adad2^M/M^* samples (three biological samples per genotype) and from enriched pools of adult wild-type and *Adad2^M/M^* spermatocytes and spermatids (pooled across three biological samples per genotype). ADAD2 and GAPDH are genotype and loading controls, respectively. The 21 dpp ADAD2 genotype control and GAPDH loading control blots are also shown for the same protein panel in Fig. 3A, Fig. S5B,D and Fig. S6D. The adult ADAD2 genotype control and GAPDH loading control blots are also shown for the same protein sample panel in Fig. S5D. Quantification of band intensity confirms a significant increase of HP1α in mutants at both ages. (E) Western blot of select epigenetic marks in 21 dpp and adult whole-testis histone lysate from wild-type and *Adad2^M/M^ *samples (*n*=2 samples for 21 dpp wild type; *n*=3 for all others) and enriched pools of adult wild-type and *Adad2^M/M^* spermatocytes and spermatids (pooled across three biological samples per genotype) with total histone 3 (H3) as a loading control. The 21 dpp total H3 loading control blot is also shown for the same protein sample panel in Fig. S6A. Quantification of band intensity shows increased heterochromatin, measured by H3K9me3 and H3K27me3, and decreased euchromatin, measured by H3K4me2. Throughout, dots represent individual samples; data are mean±s.d. Significance was calculated using an unpaired, two-tailed Student‘s *t-*test (*P<0.05, **P<0.001, ***P<0.0001).

To determine when, during round spermatid development, chromocenter number increased in *Adad2* mutants, we quantified chromocenter number per round spermatid as a function of stage (Fig. 1C). As *Adad2* mutant tubules do not contain the full complement of post-meiotic cells normally used for staging, we relied instead on the immunofluorescent staining pattern of SYCP3 to aid in stage identification (Fig. S1A). This analysis demonstrated chromocenter defects in the earliest population of round spermatids that did not increase through round spermatid development, suggesting heterochromatin abnormalities in mutant spermatids arise prior to post-meiotic differentiation.

Last, we quantified mutant spermatid apoptosis via TUNEL (Fig. S2A,B). For round spermatids in stages I through VIII, we observed a bimodal distribution with roughly half of the mutant tubules containing many TUNEL-positive cells and the remaining having none, suggesting spermatid apoptosis occurred in distinct spermatid populations. To define which population was undergoing apoptosis, the number of round spermatids per tubule were quantified as a function of stage in adult testes (Fig. S2C). This analysis demonstrated an early (stage I-III) reduction of round spermatids in mutant testes relative to wild type, which held constant throughout the remainder of development. Together, these results imply an early loss of round spermatids at or just after the transition out of meiosis. This conclusion is further supported by normal levels of TUNEL-positive spermatocytes in mutant adults (Fig. S2D), which confirmed increased apoptotic germ cells were limited to post-meiotic spermatids.

### Abnormal chromatin structure in *Adad2* mutant spermatids is a result of increased heterochromatin

The increase in chromocenter number observed in *Adad2^M/M^* may be a result of abnormal heterochromatin condensation or an overall heterochromatin increase. To distinguish between these two, we quantified the abundance of three chromobox (CBX) proteins (referred to herein as HP1 proteins: HP1α, HP1β and HP1γ), which are well-characterized markers of heterochromatin with distinct expression and localization patterns in meiotic and post-meiotic germ cells (Brown et al., 2010; Charaka et al., 2020; Chevillard et al., 1993) (Fig. 1D). The HP1 proteins were examined at two points in testis development: the adult, which contains the full complement of germ cells and is dominated by post-meiotic germ cells; and 21 dpp, in which late meiotic germ cells are the most abundant cell population, to estimate when heterochromatin changes may arise in the mutant. Of the three HP1 proteins, only HP1α was found to be significantly increased, with this increase most apparent at 21 dpp. Although HP1β and HP1γ are expressed early in the pachytene phase of meiosis, HP1α functions much later in meiosis (Takada et al., 2011). Thus, the increase of HP1α, but not HP1β or HP1γ, suggests increased heterochromatin in the *Adad2* mutants arises late in pachytene, timing that coincides with expression of ADAD2 in wild-type spermatocytes. To further confirm these findings, we isolated wild-type and mutant spermatocytes and round spermatids, and examined HP1 abundance (Fig. 1D) as a function of cell type. As expected from the whole-testis analysis, mutant spermatocytes expressed higher levels of HP1α but not HP1β or HP1γ. Given the relatively high level of cell-enrichment generated by our isolation procedure (Fig. S1B), we conclude increased heterochromatin arises during spermatocyte development in mutant testes.

Although HP1α interacts with a wide range of DNA-associated proteins, it shows special affinity for K9-methylated histone H3 (H3K9me3) (Bannister et al., 2001). Thus, we examined H3K9me3 along with other epigenetic marks representative of heterochromatin (H3K27me3) and euchromatin (H3K4me2) by western blot of 21 dpp and adult testis histone lysate (Fig. 1E). At 21 dpp*, Adad2^M/M^* testes exhibited increased levels of both H3K9me3 and H3K27me3, along with reduced levels of H3K4me2, as did isolated spermatocytes (Fig. 1E), consistent with the hypothesis that *Adad2^M/M^* spermatocytes house increased heterochromatin with a subsequent reduction in euchromatin. These differences persisted into adulthood and were also observed in isolated round spermatids, demonstrating altered chromatin state was maintained in mutant germ cells beyond pachytene spermatocytes. In total, these findings suggest that mutant round spermatids may have an abnormal chromatin state, which could cause their loss in the *Adad2* mutant, and this abnormal state arises in late meiotic spermatocytes.

### *Adad2* mutation alters transcript abundance and ribosome association of specific transcripts

ADAD2 protein is exclusive to mid- and late-spermatocytes, and mutants display heterochromatin defects late in meiosis, suggesting the mutant phenotype is due to events in mid- to late meiosis. To better define causes leading to the heterochromatin defect in *Adad2* mutants, we performed RNA-sequencing of total RNA from 21 dpp wild-type and mutant testes, which are enriched for late meiotic germ cells. This analysis (Fig. 2A) identified a moderate number of differentially expressed (DE) genes (Table S2), with the majority having reduced abundance in the mutant testes (61%). 

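Total RNA was sequenced from testes of 3 wild-type and 4 Adad2 mutant mice at 21 dpp. Pachytene and diplotene spermatocytes prevail in the germline at this age, beside spermatogonia, Sertoli cells and the earliest round spermatids. All 7 mice carry RiboTag, a tagged protein of the large ribosomal subunit, and total RNA (input) is the RNA of the lysate before pull-down. Each library is 1 animal.
Libraries were stranded, depleted of ribosomal RNA and sequenced as paired ends, as the paper describes. The authors quantified reads with RSEM on GRCm38, in expected counts and in TPM, which scales out transcript length and library size. The 182829 entries are 133849 Ensembl transcripts, 48888 assembled transcripts outside the annotation and 92 spike-in RNAs. Here Ensembl transcripts were summed by gene symbol with GENCODE M21 and assembled transcripts were kept singly. Spike-ins were set aside, which gives 102531 features, of which 53239 are gene symbols. Input libraries held 22987974 to 30330450 counts. Mutant animals 12 and 69 had 16024 and 15438 annotated genes above 0, mutants 93 and 94 had 21334 and 27002, and wild-type animals had 25319 to 27791. Mutants were compared with wild type by the quasi-likelihood test of edgeR on TMM-normalized counts, over the 36572 features that passed its filter on low counts. Levels are TMM-normalized CPM, counts scaled to library size (mean ± SD), and fold changes are mutant over wild type. In data simulated with the dispersion of these libraries, the test found 10 of 100 genes changed by 4-fold. At a low dispersion it found 100 of 100. DESeq2, run beside it, found 22 of 100 at the dispersion of these libraries but also called 194 unchanged features.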

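Only 1 annotated gene passed the test in mutant testis. 1700006A11Rik (ENSMUSG00000027973.11, chromosome 3, 124400989 to 124426040) is protein coding and rose from 107 ± 4.10 CPM in wild type to 275 ± 20.1 in the mutant. Its log2 fold change was 1.36 (standard error 0.10, adjusted p = 0.0356 from edgeR), and leaving out any 1 animal ended this call. This gene stands in none of the lists examined and was chosen after its values were seen, as were the 2 assembled transcripts that passed. TCONS_00040829 rose to 29.95 CPM in mutants from 1.39 counts over all 3 wild-type libraries. TCONS_00140665 fell from 29.8 CPM in wild type to 1.16 counts over all 4 mutant libraries.
Adad2 itself (ENSMUSG00000024266.8, chromosome 8, 119612747 to 119616924) had 27.6 ± 3.06 CPM in wild type and 8.19 ± 3.29 in the mutant. Its log2 fold change was -1.75 (standard error 0.37, adjusted p = 0.347). Prc1 (ENSMUSG00000038943.16, chromosome 7, 80294450 to 80316259), which bundles microtubules of the central spindle, had 285 ± 2.71 in wild type and 167 ± 14.3 in the mutant, a log2 fold change of -0.77 (standard error 0.10, adjusted p = 0.217). In DESeq2, Adad2 and Prc1 had adjusted p of 3.4e-04 and 2.6e-13. Over all features edgeR called 2 higher and 1 lower, and DESeq2 called 352 higher and 791 lower, which is 69.2% lower. At an unadjusted p under 0.05 edgeR had 585 higher and 1740 lower with TMM, and 814 higher and 1383 lower with RLE size factors. Over features with at least 10 counts in every library it had 1005 higher and 948 lower.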

Previous work examining *Adad2^M/M^* 25 dpp testes demonstrated a robust reduction in transcript abundance, most likely due to post-meiotic germ cell loss (Chukrallah et al., 2020). To determine whether this was also the case at 21 dpp, expression of DE genes in wild-type testicular somatic and germ cells was examined (Fig. S3A). This analysis showed DE transcripts reduced in the mutant were primarily expressed in wild-type meiotic and post-meiotic germ cells. Concurrently, DE transcripts increased in the mutant generally had high expression in mitotic wild-type cells, a pattern consistent with reduced numbers of meiotic and post-meiotic germ cells in the mutant. However, detailed morphological quantification of meiotic and post-meiotic cell populations (Fig. S3B,C) showed no cell loss in the mutant until the round spermatid stage, consistent with our previous TUNEL analysis (Fig. S2A,B).

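Markers of somatic cells mostly had higher values in mutant input. In Sertoli cells, 22 of 23 markers lay above 0, with a median log2 fold change of 0.27 (interquartile range 0.18 to 0.47). In the mean per animal, mutants 12, 93 and 94 lay above every wild-type animal and 69 within their range (exact permutation p = 0.171). The homeobox gene Rhox5, an X-linked target of androgen, had 14.3 ± 2.02 CPM in wild type and 33.5 ± 9.70 in the mutant. The intermediate filament gene Vim had 83.0 ± 11.1 in wild type and 116 ± 5.43 in the mutant, and the protease gene Ctsl had 333 ± 36.7 in wild type and 504 ± 91.0 in the mutant. None of the 3 passed over all genes, at an adjusted p of 0.347 each. DESeq2 called all 3 of these markers higher and 1 more.
Vessels and red blood cells gave the largest shift, with 12 of 12 markers above 0 and a median of 0.63. Leydig cells had 13 of 15 above 0 (median 0.30) and macrophages 12 of 14 (0.41). In the mean per animal, mutant 12 lay below every wild-type animal for both (exact permutation p = 0.543 and 0.429). Myoid and stromal cells had 11 of 16 (0.35), with Col1a1 at 0.54 (standard error 0.14). The mean of that list per animal had the other sign (-0.12), with mutants 12 and 69 below every wild-type animal and 93 and 94 above. Germ cell genes active before late pachytene lay nearer 0. Spermatogonia had 16 of 26 above 0 (median 0.17, camera adjusted p = 0.0519), with Zbtb16 at 0.44 (standard error 0.31). Their mean per animal also had the other sign (-0.16, exact permutation p = 0.657), with 12 and 69 below every wild-type animal. Early meiotic markers had 13 of 32 above 0 (median -0.05, and 0.01 in DESeq2, adjusted p = 0.121), with Terb1 at -0.92 (standard error 0.24) and Sycp3 at -0.49 (standard error 0.20).
Lists were tested with camera of limma, which ranks a list against all other genes, at a preset correlation between genes of 0.01. Adjusted p was 9.6e-09 for Sertoli cells, 7.0e-06 for vessels and blood, 3.0e-04 for Leydig cells, 0.00118 for macrophages and 0.00118 for myoid cells. Fry, which tests a list against 0, called none of these (0.277, 0.1145, 0.591, 0.591 and 0.690, in the same order). No call of any list, in any comparison, held with an estimated correlation, where these 5 had 0.310, 0.166, 0.391, 0.391 and 0.530. Rhox5, Vim and Ctsl were called higher when adjusted over the list alone, as was Tex101 among early meiotic markers.

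**Figure D1:**
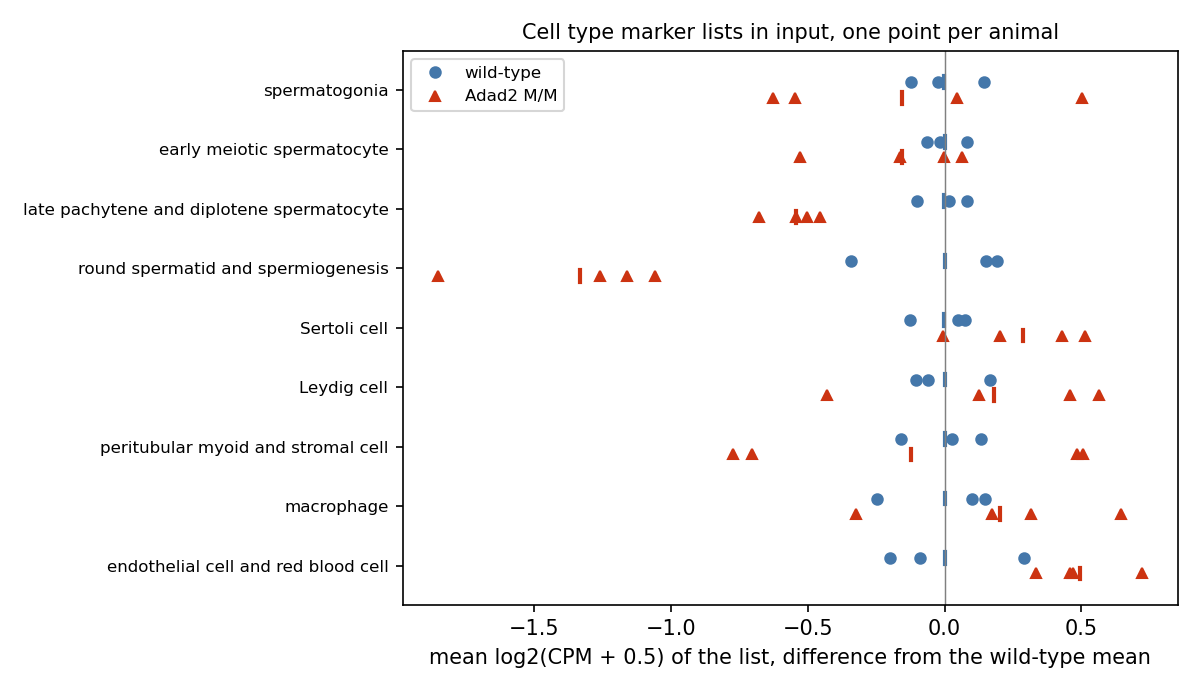
Markers of testis cell types in input of 3 wild-type and 4 Adad2 mutant mice at 21 dpp. Each point is 1 animal and gives the mean log2 CPM of a list, as its difference from the wild-type mean. Round spermatid markers are lower in all 4 mutants and markers of vessels and red blood cells are higher in all 4.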

**Fig. 2.**
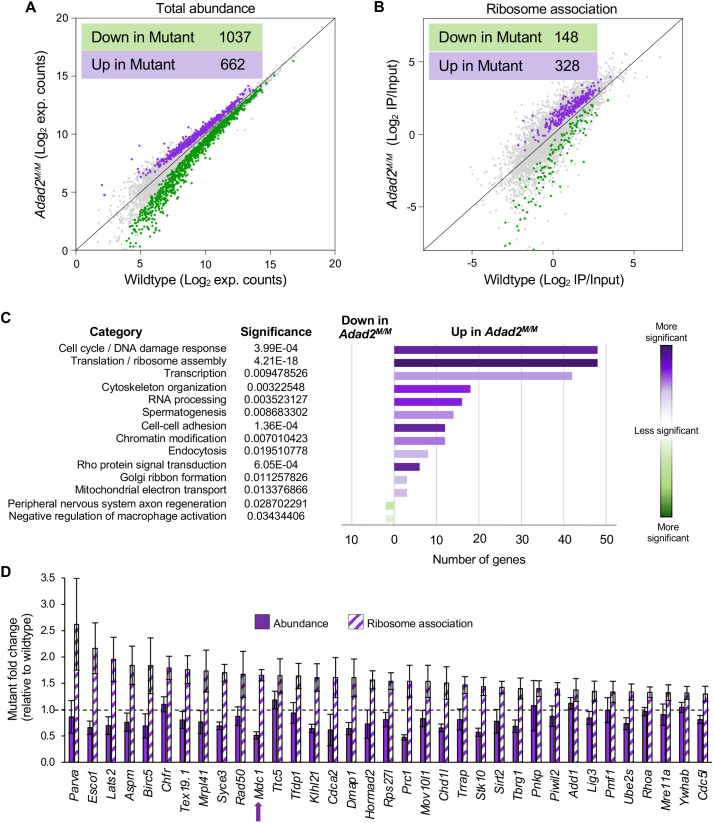
**Mutation of *Adad2* results in altered transcript abundance and ribosome association of specific transcript classes.** (A,B) Comparison of (A) total transcript abundance and (B) ribosome association in wild-type and *Adad2^M/M^ *Ribotag samples (green, downregulated in mutant; purple, upregulated in mutant) identifies many transcripts with differential ribosome association (DRA) in *Adad2* mutant testes. (C) Significantly enriched ontological categories for DRA transcripts identifies cell cycle and DNA damage response (DDR) as significantly enriched in transcripts with increased ribosome association in the mutant. (D) Total abundance and ribosome association (derived from RNA-sequencing) relative to wild type of select cell cycle and DDR-related genes identified as DRA confirms increased ribosome association and minimal abundance changes in mutant testes. Dashed line represents wild-type mean. Arrow indicates the gene of interest, *Mdc1.* Data are mean±s.d.

Toward defining the mechanisms giving rise to the *Adad2* mutant phenotype, we examined the functions of differentially expressed genes via ontological analysis (Fig. S3D). However, of the differentially expressed genes, only 4.28% exhibited a fold-change of two-fold or higher (Table S2), demonstrating abundance changes in the mutant are relatively few in number and also of low magnitude. 

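Several germ cell genes with small p differed by less than 2-fold. Papolb (ENSMUSG00000074817.2, chromosome 5, 142525838 to 142530076), a poly(A) polymerase of spermatids, had 314 ± 19.6 CPM in wild type and 163 ± 31.5 in the mutant, or 0.520 of the wild-type level. Tex101 (ENSMUSG00000062773.6, chromosome 7, 24668007 to 24676675), a surface protein of germ cells, had 333 ± 34.05 in wild type and 547 ± 44.3 in the mutant, or 1.64 times the wild-type level. In both genes every mutant lay outside the range of the wild-type animals (exact permutation p = 0.0286, the smallest that 3 and 4 animals allow). Kif17, a kinesin of spermatids that binds the regulator of CREM, went further, at 0.367 of the wild-type level.
The 3 features that edgeR called all differed by at least 2-fold, among them 1700006A11Rik. Of the 1143 that DESeq2 called, 61.9% did. The test of edgeR reaches large changes before small ones in these libraries. At the dispersion estimated from the data it found none of 100 simulated genes changed by 2-fold, and at a low dispersion 51 of 100.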

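Transcripts of round spermatids had lower values in mutant input throughout. Of 43 markers tested, 0 lay above 0 and 43 below, with a median log2 fold change of -1.15 (interquartile range -1.93 to -0.74). Akap3 (ENSMUSG00000030344.11, chromosome 6, 126853098 to 126874308), a scaffold of the fibrous sheath, had 71.6 ± 12.3 CPM in wild type and 30.6 ± 2.95 in the mutant. Dnajb3, a chaperone of spermatids, had 163 ± 10.0 in wild type and 96.6 ± 9.37 in the mutant. Gapdhs, the glycolytic enzyme of sperm, had 15.6 ± 5.38 in wild type and 3.74 ± 1.95 in the mutant, and Spaca1 of the acrosome had 25.8 ± 0.863 in wild type and 13.4 ± 3.69 in the mutant. The transition protein gene Tnp1, a marker of later spermatids, was scarce in both genotypes, at 2.74 and 0.354 CPM. Odf2, whose protein is also a part of centrosomes, had 1270.0 ± 116 in wild type and 931 ± 105 in the mutant, the smallest relative difference of these 6.
Per animal, the mean log2 CPM of the list was 3.67 ± 0.30 in wild type and 2.33 ± 0.36 in mutants, and all 4 mutants lay below every wild-type animal (exact permutation p = 0.0286, and 0.179 adjusted over 25 lists). The list was called lower by camera (adjusted p = 9.6e-09, and 0.310 with an estimated correlation) and by fry (0.0144). Akap3 and Dnajb3 were called lower when adjusted over the list alone. No marker was called by edgeR over all genes, and DESeq2 called Akap3, Dnajb3 and Gapdhs lower.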

Ontology analysis demonstrated that genes associated with spermiogenesis and cell projection were significantly enriched in the wild-type testes, consistent with a loss of post-meiotic germ cells in the mutant. Contrary to expectation, no dramatic changes in transcripts encoding chromatin remodeling proteins or histones were observed. Together, these observations demonstrate ADAD2 loss results in a slight reduction of meiotic germ cell transcript abundance in the absence of appreciable meiotic germ cell loss and transcript abundance changes alone cannot explain the observed heterochromatin defects.

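Histone genes kept similar levels in mutant input. Of 80 that were tested, 51 lay above 0 and 29 below, with a median log2 fold change of 0.13 and a mean of 0.02. The linker histone of dividing cells, Hist1h1a, had 301 ± 52.95 CPM in wild type and 409 ± 39.4 in the mutant. Hist1h1t, the linker histone of pachytene spermatocytes, had a log2 fold change of -0.27 (standard error 0.13). Hils1, a linker-like histone of spermatids, had 11.2 ± 5.50 in wild type and 3.72 ± 0.622 in the mutant and so stands with the spermatid genes. Among HP1 proteins, readers of H3K9 methylation, Cbx1 had 0.09 (standard error 0.19), Cbx3 -0.20 (standard error 0.29) and Cbx5 -0.16 (standard error 0.18).
No histone gene passed in edgeR, and 2 higher and 1 lower had an unadjusted p under 0.05. DESeq2 called 1 higher and 0 lower. As a list histones were called higher by camera (adjusted p = 1.2e-06, and 0.530 with an estimated correlation), while fry gave 0.730. Without wild-type animal 121 the median was -0.10 and camera gave 0.110.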

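Genes that switch on in late pachytene and diplotene spermatocytes had lower values in mutant input, by less than the spermatid genes. Of 32 markers, 30 lay below 0, with a median log2 fold change of -0.46 (interquartile range -0.62 to -0.37). Zpbp (ENSMUSG00000020193.3, chromosome 11, 11279626 to 11462408), an acrosomal protein that binds the zona pellucida, had 140.4 ± 9.59 CPM in wild type and 71.3 ± 4.59 in the mutant, a log2 fold change of -0.98 (standard error 0.11, adjusted p = 0.112). Ldhc, the lactate dehydrogenase of germ cells, had 1318 ± 238 in wild type and 864 ± 177 in the mutant. Pdha2, the retrogene of pyruvate dehydrogenase that stands in for X-linked Pdha1, had 187 ± 12.9 in wild type and 141 ± 5.99 in the mutant. The surface protein gene Adam5 had 997 ± 71.7 in wild type and 727 ± 69.8 in the mutant, and the relaxin-like Insl6 had a log2 fold change of -0.74 (standard error 0.17).
Per animal the mean log2 CPM of the list was 7.25 ± 0.09 in wild type and 6.71 ± 0.10 in mutants, without overlap (exact permutation p = 0.0286, and 0.179 adjusted over 25 lists). Camera called the list lower (adjusted p = 4.2e-07, and 0.310 with an estimated correlation), as did fry (0.0119). Adjusted over the list alone, 20 markers were called lower, Zpbp, Ldhc, Pdha2, Adam5 and Insl6 among them. Over all genes edgeR called none, and DESeq2 called 6. The paper counts spermatocytes and finds them kept, finds few and small differences in abundance, and concludes that abundance alone does not account for the heterochromatin defect.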

Germ cell RNA granules are known sites of translational regulation (Lehtiniemi and Kotaja, 2018) and given the previously reported granular localization of ADAD2 in meiotic germ cells (Chukrallah et al., 2020), along with its relatively limited impacts on transcript abundance, we hypothesized ADAD2 may play a role in post-transcriptional regulation. To determine the impact of *Adad2* mutation on translation, we combined our *Adad2* mutant allele with the RiboTag model (Sanz et al., 2009), which expresses a cell-specific HA-tagged large ribosomal subunit protein when driven by a cell-specific Cre. In our model, RiboTag expression was driven in differentiating germ cells via *Stra8-iCre* (*RiboTag+:Stra8-iCre+*) (Fig. S4A). Thus, RNA-sequencing of total RNA (input) and HA immunoprecipitated (IP) ribosome-RNA complexes from wild-type and mutant *RiboTag+:Stra8-iCre+* 21 dpp testes was used to quantify ribosome association across wild-type and *Adad2* mutant differentiating germ cell transcriptomes (Fig. S4B). 

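RiboTag mice express a tagged copy of the ribosomal protein RPL22 once Cre has acted, here under the Stra8 promoter of differentiating spermatogonia. Immunoprecipitation through the HA tag then brings down ribosomes with their mRNA from these cells and their descendants. IP RNA was sequenced from the same 7 testes as input, so that each animal serves as its own pair. Ribosome association is the ratio of IP to input.
The authors quantified IP libraries as they did input, and these held 25037235 to 30871330 counts. Here the IP/input ratio was compared between genotypes in edgeR, as the interaction of fraction and genotype with animals as blocks, over 16014 features with counts in every input library. The study's own measure, the unequal-variance test of IP/input TPM ratios, was run beside it. Mutant IP libraries held 13968 ± 1167 annotated genes above 0 and wild-type IP libraries 21062 ± 1224, and no mutant reached the wild-type range (exact permutation p = 0.0286). Spike-in RNAs, which do not come from the testis, were missing there too. Species with a wild-type mean of at least 20 counts were missing in 31 of 216 cases in mutant IP and 0 of 162 in wild-type IP. Fewer RNA molecules carried into the mutant libraries may account for the lower number of genes, and this stays open. In simulated data with the dispersion of the real libraries, the interaction test found 5 of 100 genes changed by 4-fold, and 95 of 100 at a low dispersion.

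**Figure D2:**
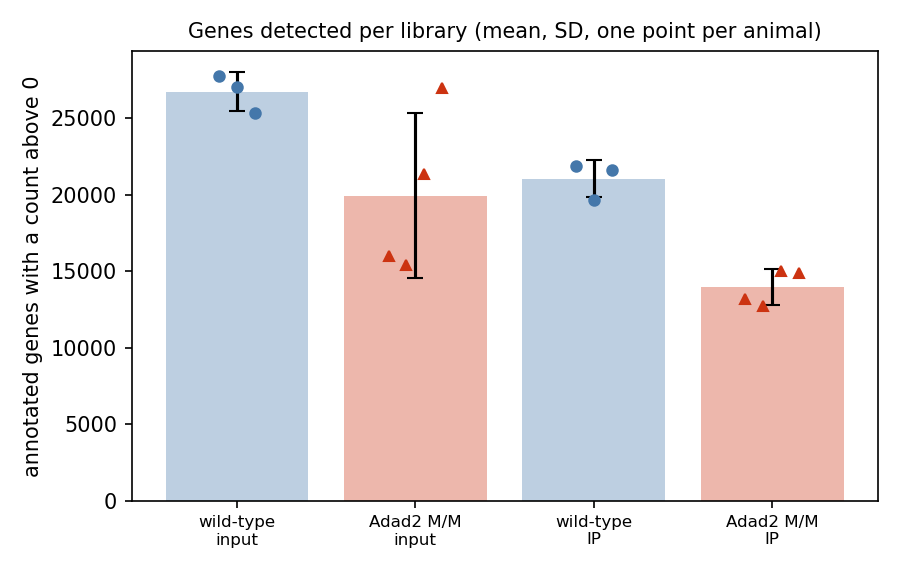
Annotated genes with a count above 0 in each library, for input and IP of 3 wild-type and 4 Adad2 mutant mice. Points are libraries, and bars give the mean with SD. All 4 mutant IP libraries hold fewer genes than any wild-type IP library. Spike-in species were missing from the same 4 libraries, so the difference need not come from the testis.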

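In wild-type testes the pull-down favored transcripts of dividing and early meiotic germ cells and left those of somatic cells behind. Stra8 itself, whose promoter drives Cre, was enriched with a log2 IP/input ratio of 2.61 (standard error 0.15, adjusted p = 0.00634). Sycp3 of the synaptonemal complex was enriched too, at 1.73 (standard error 0.12, adjusted p = 0.00642). Cyp17a1 of Leydig cells was depleted, at -2.24 (standard error 0.16, adjusted p = 0.00642). Spermatogonial markers had a median of 2.50 (18 of 28 called higher) and early meiotic markers 1.25 (24 of 32). Histones were the most enriched list, at 2.84 (54 of 83 higher, Hist1h1a at 3.17). Late pachytene markers were mixed, with 16 called higher and 7 lower (median 0.63). Round spermatid markers had a median of -0.80, 4 called higher and 8 lower. Sertoli markers had a median of -2.69 (19 of 23 lower), Leydig markers -2.24 and macrophage markers -3.02.
Over 34864 features 4541 were called higher in IP and 2220 lower. Camera called 21 of 25 lists, each at an adjusted p of 0.298 with an estimated correlation. Without wild-type 121 or 140 edgeR called none (5031 higher and 3136 lower at an unadjusted p under 0.05 without 121), and without 17 it called 3754, of which 3519 were also called with all 3 animals. DESeq2 with all 3 called 7985 higher and 10868 lower.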

Ribosome association (RA) was expressed as a ratio of IP over input abundance (IP/Input) to correct for any genotype-driven differential transcript abundances. From this value, differential ribosome association (DRA) was determined (Fig. 2B and listed in Table S1) and most commonly showed increased ribosome association in the mutant when compared with the wild type (69% of transcripts). 

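Bub1b (ENSMUSG00000040084.9, chromosome 2, 118598211 to 118641591), a kinase of the spindle checkpoint, had IP/input CPM ratios of 2.72 ± 0.240 in wild type and 4.72 ± 1.42 in the mutant, a log2 difference of 0.75 (standard error 0.23, adjusted p = 0.474). Gpat2, an outer mitochondrial membrane protein of the piRNA pathway, had 4.46 ± 0.685 in wild type and 6.58 ± 1.19 in the mutant, a log2 difference of 0.55 (standard error 0.20). Topbp1, which activates ATR on the unsynapsed axes of the X and Y, had 2.06 ± 0.0910 in wild type and 1.54 ± 0.150 in the mutant, a log2 difference of -0.43 (standard error 0.12, adjusted p = 0.443). Adad2 mRNA, already scarce in input, had 3.68 ± 0.388 in wild type and 1.34 ± 0.743 in the mutant, a log2 difference of -1.65 (standard error 0.50, adjusted p = 0.464). Adjusted p from DESeq2 was 0.0511 for Bub1b and 0.0417 for Topbp1.
No feature passed in edgeR, with 76 higher and 1080 lower at an unadjusted p under 0.05, while DESeq2 called 34 higher and 945 lower. Leaving out 1 animal gave 12 to 133 higher and 615 to 1695 lower in edgeR without adjustment. Of the features with that unadjusted p in edgeR, 99.7% were lower among the 4004 with the lowest counts and 77.8% among the 4004 with the highest. These shares were 99.7% and 62.7% with RLE size factors, and 98.55% and 64.2% in DESeq2. Over 9784 features with at least 10 counts in every library, 160 were higher and 148 lower at an unadjusted p under 0.05, again with none called by edgeR, and DESeq2 called 1 higher and 4 lower. By the study's test of TPM ratios, run over 15990 features, 312 were higher and 374 lower without adjustment, and none after it. On log2 ratios, which were run over only 10298 features, that test gave 421 higher and 64 lower. The scale and the set of features both changed there. On CPM ratios it gave 91 and 801, and on TPM without misc_RNA 80 and 813. Run per transcript, as the entries are deposited, it gave 190 higher and 538 lower.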

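Transcripts with a higher IP/input ratio in mutants tended to be less abundant in mutant input. Plk1, a mitotic kinase that also acts at the exit from meiotic prophase, had 54.8 ± 6.00 CPM in wild type and 36.1 ± 6.16 in the mutant in input and a log2 difference in IP/input of 0.50 (standard error 0.24). The piRNA helicase Tdrd12 had 94.3 ± 4.89 CPM in wild type and 68.1 ± 15.1 in the mutant and 0.60 (standard error 0.22). The 76 features with higher ratios at an unadjusted p under 0.05 in edgeR had a median log2 fold change in input of -0.42 (interquartile range -0.67 to -0.24), and 86.8% lay below 0. The 1080 features with lower ratios had a median of 0.15, with 40.5% below 0. Taken by the study's test of TPM ratios instead, the 312 higher features had a median of -0.21 (77.2% below 0) and the 374 lower features 0.16 (38.8%). All features tested had -0.03.
Input stands in the denominator of the ratio, so error in input moves abundance and ratio in opposite directions. Over 16014 features the 2 fold changes had a Spearman correlation of -0.35, and simulated data without any effect gave a median of -0.72. Genes with a higher CPM ratio by the study's test had a median of -0.26 in input, and -0.44 in those simulated data. Both are taken across genes, which are not independent replicates.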

Analysis of total abundance for all DRA transcripts (Fig. S4C) confirmed this was not due to overall reduced transcript abundance in the mutant testis. Furthermore, transcripts with higher RA in mutants showed the highest expression in wild-type meiotic germ cells (Fig. S4D). Together, these results suggest *Adad2* mutation results in increased ribosome association of meiotic germ cell transcripts, in agreement with the spermatocyte-specific expression of the ADAD2 protein.

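Early meiotic genes had IP/input ratios near wild type as a group, and late pachytene genes had lower ones. Of 30 early meiotic genes 15 lay above 0 and 15 below (median log2 difference 0.01, mean -0.13). M1ap, which promotes crossovers, had 0.63 (standard error 0.31), Syce3 of the synaptonemal complex 0.53 (standard error 0.25) and Hormad2 of unsynapsed axes 0.50 (standard error 0.27), while Tex101 had -0.26 (standard error 0.14). Late pachytene genes lay lower, with 25 of 31 below 0 and a median of -0.18. The transcription factor Pou5f2 had -0.77 (standard error 0.22, adjusted p = 0.446) and Ldhc -0.16 (standard error 0.20).
The early meiotic list ranked above other genes in camera (adjusted p = 0.0120, and 0.153 with an estimated correlation). All 16014 features tested had a median of -0.29. Camera did not call the late pachytene list (0.537), and fry, which tests against 0, called it lower (0.00888). No member of either list was called by edgeR over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher and 0 lower among early meiotic genes, and 0 and 2 among late pachytene genes. DESeq2 called 0 higher and 0 lower among early meiotic genes, and 0 and 1 among late pachytene genes. From transcripts that gained ribosome association and peak in meiotic cells, the paper proposes that meiotic mRNAs have more ribosome association when ADAD2 is lost.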

We next performed ontological analysis of DRA transcripts to determine whether differential ribosome association may lead to the *Adad2^M/M^* phenotype (Fig. 2C). Although wild-type-increased DRA transcripts showed poor ontological enrichment, mutant-increased DRA transcripts had striking enrichment for translation and cell cycle functions, specifically meiosis and DNA damage response, and included many of the most profoundly impacted DRA genes (Table S1). It has been well described that meiotic male germ cells leverage the DNA damage response (DDR) pathway to establish the correct epigenetic state during meiosis (Namekawa et al., 2006); thus, we focused on defining the exact impact of differential ribosome association on select DDR proteins.

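Lists of the translation machinery had median IP/input ratios slightly above wild type with all 7 animals. Of 77 cytosolic ribosomal protein genes 53 lay above 0, with a median log2 difference of 0.12. Rpl21 had 0.24 (standard error 0.11), and Rps13 stood apart at -0.97 (standard error 0.29). Elongation factors of the eEF1 complexes had 4 of 5 above 0 (median 0.16), with Eef1g, the scaffold of eEF1B, at 0.21 (standard error 0.12) and Eef1b2 at 0.40 (standard error 0.25). Initiation and elongation factors together had 29 of 48 above 0 (median 0.07), with Eif2s1, the target of stress kinases, at 0.50 (standard error 0.29). Cell cycle genes had 30 of 51 above 0 (median 0.08, mean -0.05), with Birc5 of the chromosomal passenger complex at 0.73 (standard error 0.34) and the cohesin acetylase Esco1 at 0.41 (standard error 0.20). DNA damage response genes split 27 above and 31 below 0 (median -0.01, and 0.03 in DESeq2). Mlh3, which resolves crossovers, had -1.23 (standard error 0.35, adjusted p = 0.443).
Ranked against all other genes by camera, adjusted p was 1.0e-07 for cytosolic ribosomal proteins, 7.7e-04 for translation factors and 0.0186 for eEF1 complexes. It was 7.7e-04 for cell cycle genes and 0.0186 for DNA damage response genes. With an estimated correlation these were 0.305, 0.153, 0.153, 0.142 and 0.234. Medians turned when 1 animal was left out. Cytosolic ribosomal proteins had -0.07 without wild-type 17 and -0.05 without mutant 93, and translation factors -0.08 and -0.07 without the same 2. Cell cycle genes had -0.15 and -0.08. DNA damage response genes, at -0.01 with all 7 animals, had -0.17 and -0.18. Camera did not call that list without wild-type 140 (0.131) or 17 (0.247), or without mutant 12 (0.083) or 69 (0.090). It did without each other animal. Per animal, the mean difference was 0.08 for cytosolic ribosomal proteins (exact permutation p = 0.657) and 0.003 for translation factors (exact permutation p = 0.971). In input the same lists had medians of -0.04 (0.03 in DESeq2), -0.10, -0.06 (0.01 in DESeq2), -0.19 and -0.07, in the same order. No member of these lists was called for ribosome association by edgeR over all genes. At an unadjusted p under 0.05, 1 cell cycle gene was higher and 0 lower, 0 and 2 of the DNA damage response, and 0 and 1 of cytosolic ribosomal proteins. DESeq2 called 0 higher and 0 lower, 0 and 1, and 0 and 0, of these 3 lists.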

### Increased ribosome association in *Adad2* mutants results in decreased protein abundance

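Cell cycle and DNA damage response genes singled out by the paper for abundance and ribosome association were read in the same 2 measures. Of these 35 genes, 26 had lower and 9 higher values in mutant input (median log2 fold change -0.15, from -0.77 to 0.40). In edgeR the IP/input ratio was higher for 28 and lower for 7, with a median log2 difference of 0.15. The chromatin remodeler Chd1l had -0.43 (standard error 0.11) in input and 0.35 (standard error 0.15) in the ratio. Dmap1, a subunit of TIP60 and SRCAP complexes, had -0.69 (standard error 0.23) and 0.69 (standard error 0.25). Aspm of the spindle pole had -0.09 (standard error 0.40) and -0.60 (standard error 0.71). In all, 23 genes combined lower abundance with a higher ratio.
The unit of the ratio moves its size. As a ratio of TPM all 35 genes lay above the wild-type value (median 1.54-fold), and as a ratio of CPM 29 did (median 1.12-fold). RNAs of the misc_RNA and ribozyme classes took 66.2% to 69.7% of TPM in mutant input and 56.8% to 63.7% in wild-type input. In IP they took 3.36% to 8.56%. This raises the TPM ratio of other genes in mutants, so a higher TPM ratio does not by itself mean more ribosome association. In TPM the study's test gave an unadjusted p under 0.05 for 28 genes, and exact permutation gave the smallest possible p for 15. Run per transcript, as the entries are deposited, the study's test had an unadjusted p under 0.05 for a transcript of 9 of the genes, higher in 8 and lower in 1. In edgeR 2 of the 35 had an unadjusted p under 0.05 for the ratio, and none was called over all genes. The study chose these genes on the same libraries, so they are not independent evidence.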

Combined analysis of total abundance and ribosome association (Fig. 2D) showed cell-cycle and DDR transcripts had a general trend of decreased abundance and increased ribosome association in *Adad2* mutants. Although moderate decreases in abundance may lead to slight reduction in protein production, it is feasible this could be overcome by increased ribosome association. Thus, to test how ribosome association influenced protein abundance in the *Adad2* mutant, we examined two biologically relevant transcripts: one with only slightly increased expression in the *Adad2* mutant (*Brca1*) and another with increased ribosome association in conjunction with moderately reduced transcript abundance (*Mdc1*). Both influence the DNA damage response (Campbell et al., 2010; Lou et al., 2003; Stewart et al., 2003) and meiotic germ cell heterochromatin state, in particular XY-body formation and MSCI (Becherel et al., 2013; Ichijima et al., 2011; Royo et al., 2013), making them potential candidates for mediating heterochromatin defects in *Adad2* mutants. 

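MDC1 spreads phosphorylated H2AX from the axes of the unsynapsed X and Y to their chromatin loops, and BRCA1 acts upstream of it on the axes. Mdc1 (ENSMUSG00000061607.15, chromosome 17, 35841515 to 35859670) had 408 ± 37.2 CPM in wild type and 274 ± 35.5 in the mutant in input, a log2 fold change of -0.57 (standard error 0.12, adjusted p = 0.347). Every mutant lay below every wild-type animal (exact permutation p = 0.0286), and DESeq2 gave an adjusted p of 3.5e-04. Its IP/input ratio in TPM was 3.77 ± 0.895 in wild type and 5.88 ± 0.541 in the mutant, 1.56 times the wild-type value (exact permutation p = 0.0286). In CPM it was 2.19 ± 0.150 in wild type and 2.37 ± 0.236 in the mutant (exact permutation p = 0.314), and edgeR gave a log2 difference of 0.11 (standard error 0.11, adjusted p = 0.932), which turns to -0.07 without wild-type 140.
Brca1 (ENSMUSG00000017146.12, chromosome 11, 101488764 to 101551955) had 38.87 ± 3.13 CPM in wild type and 46.6 ± 3.73 in the mutant in input, a log2 fold change of 0.26 (standard error 0.14, adjusted p = 1). Its TPM ratio was 3.90 ± 1.10 in wild type and 6.71 ± 3.99 in the mutant (exact permutation p = 0.314), and edgeR gave 0.27 (standard error 0.21, adjusted p = 0.904). Atr, the kinase that phosphorylates H2AX there, had -0.04 (standard error 0.13) in input. Of 10 XY body factors, a list that holds Mdc1, Brca1 and Atr, 7 lay below 0 in input (median -0.08, camera adjusted p = 0.690). In IP/input 7 of the 10 lay above 0 (median 0.17, camera adjusted p = 0.0621). Mdc1 was called lower in input when adjusted over this list alone. RNAs of the misc_RNA and ribozyme classes took 66.2% to 69.7% of TPM in mutant input and 56.8% to 63.7% in wild type. With misc_RNA left out of TPM, the Mdc1 ratio was 1.27 times the wild-type value.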

Western blot analysis in 21 dpp wild-type and mutant testes showed a reciprocal pattern of protein abundance, with MDC1 greatly reduced and BRCA1 dramatically increased (Fig. 3A). Although BRCA1 displayed the anticipated response to increased expression, the reduction of MDC1 was unexpected. Thus, we selected several additional transcripts with abundance and ribosome association profiles similar to *Mdc1* and examined their protein abundances (Fig. S5A-C). In all cases, increased ribosome association in conjunction with moderately decreased transcript resulted in dramatically reduced protein abundance to a degree that could not be attributed to transcript abundance decreases.

**Fig. 3.**
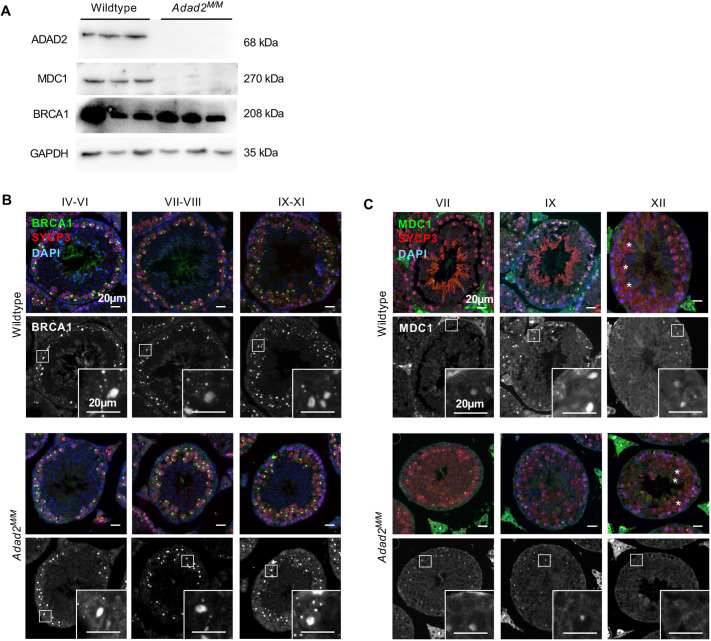
**Loss of ADAD2 results in altered abundance of two key DNA damage response proteins.** (A) Western blot of MDC1 and BRCA1 in wild-type and *Adad2^M/M^* 21 dpp testis lysate shows reciprocal impacts on protein abundance in *Adad2* mutants. GAPDH and ADAD2 blots shown as loading and genetic controls (three samples/genotype). The ADAD2 genotype control and GAPDH loading control blots are also shown for the same protein sample panel in Fig. 1D, Fig. S5B,D and Fig. S6D. (B) Immunofluorescence of BRCA1 in adult wild-type and *Adad2^M/M^* testis sections by stage (indicated by Roman numerals) showing increase of XY-body-associated BRCA1 in mutant mid- to late-stage (VII and IX) spermatocytes relative to wild type. Overlays of BRCA1 (green), SYCP3 (red) and DAPI (blue) are shown. Single channel is BRCA1 alone. Inset location is indicated by a square. (C) Immunofluorescence of MDC1 in adult wild-type and *Adad2^M/M^* testis sections by stage showing loss of MDC1 in late meiotic spermatocytes (stages IX and XII). Overlays of MDC1 (green), SYCP3 (red) and DAPI (blue) are shown. Single channel is MDC1 alone. Inset location is indicated by a square. Asterisks indicate metaphase spermatocytes, which are indicative of stage XII.

Increased ribosome association is assumed to be indicative of increased protein production. However, increased ribosome occupancy can lead to reduced protein production and subsequent transcript degradation in cases of either ribosome stalling or reduced translation elongation (Brandman et al., 2012; D'Orazio et al., 2019). 

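Stalled and collided ribosomes are cleared by a dedicated set of factors, from ZNF598 and its helpers to the ribosome rescue and quality control pathways. Of 37 transcripts of such factors, 27 had lower values in mutant input, with a median log2 fold change of -0.14. Nploc4, which works with VCP to extract proteins from stalled ribosomes, had -0.41 (standard error 0.10). Nemf, which binds the large subunit after splitting, had -0.30 (standard error 0.11). In ribosome association 15 of 34 lay above 0 and 19 below (median -0.10). Hbs1l, the rescue GTPase, had -0.59 (standard error 0.31), the ubiquitin ligase Ltn1 -0.53 (standard error 0.25), Cnot4 -0.44 (standard error 0.21) and Vcp -0.27 (standard error 0.09).
Camera called the list in neither measure (adjusted p = 0.577 for abundance and 0.331 for ribosome association). No member was called by edgeR. At an unadjusted p under 0.05, 1 was higher and 4 lower in input, and 0 and 1 in ribosome association. DESeq2 called 0 higher and 0 lower in input, and 0 and 0 in ribosome association. All 4 mutants had a lower mean of the list in input than any wild-type animal, at an exact permutation p of 0.114.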

Transcript abundance and ribosome association of ribosome stress response transcripts were not substantially altered in *Adad2* mutants, indicating no widespread ribosome stalling. As such, we focused on regulators of translation elongation. Translation elongation requires both the eEF1A complex, which delivers an amino acid charged tRNA to the ribosome, and the eEF1B complex, which serves to activate eEF1A (Sasikumar et al., 2012). Our previous analysis showed eEF1G, a structural component of the eEF1B complex, had reduced protein abundance in *Adad2* mutants (Fig. S5B). Thus, we quantified the abundance of eEF1D, another member of the eEF1B complex, to determine whether eEF1B complex functionality may be reduced in *Adad2* mutants (Fig. S5D). This analysis demonstrated reduction of total eEF1D in both 21 dpp and adult testis, suggesting reduction of the eEF1B complex in *Adad2* mutants. This, together with our analyses of the *Mdc1* transcript and protein, implicate ADAD2 as a regulator of translation elongation in meiotic germ cells and suggest abnormal translation elongation may underpin the *Adad2* phenotype.

### ADAD2 loss leads to cell-specific protein abundance changes in target transcripts

Together, the above results demonstrate that ADAD2 differentially influences the abundance of two targets (BRCA1 and MDC1) that are important for heterochromatin remodeling in meiotic male germ cells, and identify BRCA1 and/or MDC1 as potential mediators of the *Adad2* mutant phenotype. Given both are localized to and closely associated with the formation of the XY-body (Broering et al., 2014; Ichijima et al., 2011; Kogo et al., 2012), we examined whether loss of ADAD2 and the subsequent changes in protein abundance altered their localization (Fig. 3B,C). For both, we observed normal XY-body localization and intensity in early pachytene spermatocytes. However, although BRCA1 showed increased XY-body association in both mid- and late-stage *Adad2^M/M^* spermatocytes, which normally express high levels of granule-localized ADAD2 (Chukrallah et al., 2020), a dramatic reduction of MDC1 was observed exclusively in late-stage spermatocytes. These observations demonstrate that ADAD2 is required to maintain normal BRCA1 and MDC1 protein levels, particularly in late-stage spermatocytes, which influences their relative concentration in the XY-body.

### ADAD2 loss leads to accumulation of γH2AX on autosomes

BRCA1 and MDC1 both function in the XY-body to establish a sex chromosome-wide γH2AX domain (Broering et al., 2014; Ichijima et al., 2011). To assess the impact of elevated BRCA1 in conjunction with reduced MDC1, we first examined total γH2AX in 21 dpp whole testes (Fig. S6A), which showed an overall increase. Next, we examined the localization of γH2AX in wild-type and *Adad2* spermatocytes, and found that *Adad2^M/M^* spermatocytes had qualitatively normal levels of γH2AX within the XY-body throughout meiosis, suggesting increased BRCA1 did not result in an expansion of the γH2AX domain. However, a large fraction (50 to 60%) of late pachytene and diplotene *Adad2^M/M^* spermatocytes showed γH2AX along the axes of the autosomes, similar to what is observed in early and mid-pachytene spermatocytes of both genotypes (Fig. 4A). In order to determine whether this aberrant autosomal localization was a result of persistent DNA damage, we quantified RPA2 foci, which mark sites of DNA damage for recombination (Ichijima et al., 2011; Raderschall et al., 1999), in wild-type and *Adad2^M/M^* spermatocytes, and found no significant difference (Fig. S6B,C) demonstrating normal DNA damage repair kinetics in mutant spermatocytes and suggesting the aberrant γH2AX signal is not a result of persistent or recurring DNA damage. Previous work has suggested that some DNA double strand breaks may not be marked by RPA (Lezaja et al., 2021); thus, as a secondary assessment, we examined relative levels of the 9-1-1 DNA damage recognition complex as indicated by RAD9 (Parrilla-Castellar et al., 2004) and activation of NHEJ marked by Ku80 (Fell and Schild-Poulter, 2015; Ma et al., 2018) (Fig. S6D). In both cases, no induction was observed in mutant testes, suggesting normal repair of DSBs in *Adad2^M/M^* spermatocytes.

**Fig. 4.**
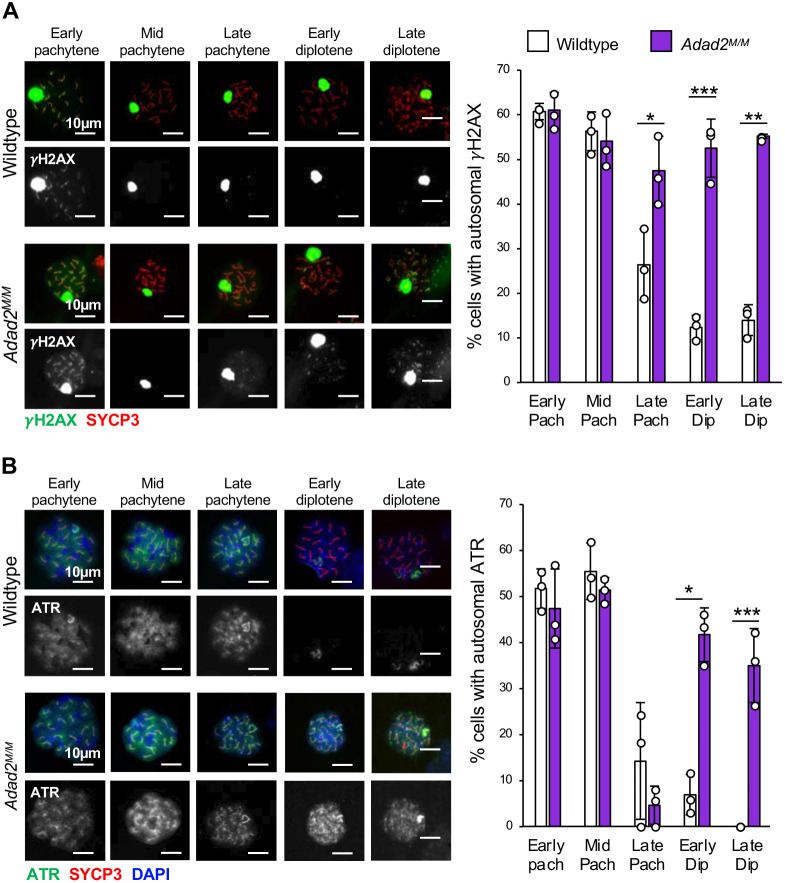
**Loss of ADAD2 results in abnormal autosomal γH2AX and ATR late in meiosis.** (A) Quantification of autosomal γH2AX signal by spermatocyte stage in 30 dpp wild-type and *Adad2^M/M^ *germ cells (H2AX, green; SYCP3, red) showing mutant-specific increase of cells with autosomal γH2AX in late pachytene through diplotene. (B) Quantification of autosomal ATR signal by spermatocyte stage in 30 dpp wild-type and *Adad2^M/M^ *germ cells (three samples per genotype; ATR, green; SYCP3, red; DAPI, blue) showing increased frequency of autosomal ATR in mutant spermatocytes late in meiosis. Images are representative of localization pattern observed in wild type versus mutant. Data are mean±s.d. Dots represent frequencies within individuals. Significance was calculated using an unpaired, two-tailed Student‘s *t-*test (*P<0.05, **P<0.001, ***P<0.0001).

ATR is initially recruited to the XY-body by BRCA1 early in meiosis, where it phosphorylates H2AX to form γH2AX (Turner et al., 2004). γH2AX, in turn, is bound by MDC1 (Stewart et al., 2003) (Ichijima et al., 2011), which then tethers ATR to the sex chromosomes and facilitates the spread of γH2AX throughout the remainder of the sex chromosomes (Alavattam et al., 2016; Ichijima et al., 2011). To determine whether the abnormal autosomal γH2AX in *Adad2* mutant spermatocytes was a function of mis-localized ATR, we quantified the frequency of *Adad2^M/M^* spermatocytes with autosomal ATR. Although this analysis demonstrated normal axial XY staining of ATR in both wild-type and mutant spermatocytes, it also demonstrated that a sizable number (40 to 50%) of diplotene *Adad2^M/M^* spermatocytes contained ATR along the autosomal axes, a pattern only very rarely observed in the wild type (Fig. 4B). This indicates autosomal γH2AX was likely a function of ATR localization in the diplotene population. Given normal XY-body ATR and γH2AX, we conclude increased BRCA1 had minimal impact on their behavior. In contrast, spreading of ATR to the autosomes implies that loss of MDC1 leads to distinct failure of XY-body γH2AX and ATR maintenance, and suggests that the primary *Adad2* phenotype may be driven in part by MDC1 loss.

### *Adad2* mutant meiotic germ cells display characteristics that are indicative of MDC1 loss

Although MDC1 is not the only ADAD2-impacted protein, it is a key modulator of epigenetic reprogramming in meiotic male germ cells. Thus, we wondered whether *Adad2* mutant spermatocytes displayed molecular phenotypes indicative of MDC1 loss. We first asked whether well characterized downstream targets of MDC1 were altered in *Adad2* mutant spermatocytes, with an emphasis on late pachytene spermatocytes. In this cell population, SCML2 localizes to the XY-body in an MDC1-dependent manner where it recruits the deubiquitylating enzyme USP7. As a result, in wild-type late pachytene spermatocytes, histone 2A lysine 119 ubiquitylation (H2AK119Ub, referred to here as K119Ub) is partially excluded from the XY-body (Fig. 5A) (Hasegawa et al., 2015; Luo et al., 2015). Hence, mutation of *Scml2* or *Mdc1* results in XY-body accumulation or inclusion of K119Ub, respectively (Adams et al., 2018; Luo et al., 2015). Given the reduction of MDC1 in *Adad2* mutant spermatocytes, we assessed the localization of SCML2 activity in pachytene and diplotene spermatocytes by first examining the localization of USP7 (Fig. 5B). In wild-type spermatocytes the frequency of cells with USP7 XY-body enrichment increased during mid-pachytene and remained high through diplotene, concurrent with a reduction in cells with strong autosome USP7. In contrast, although the majority of mutant spermatocytes established the correct USP7 XY-body enrichment in early and mid-pachytene spermatocytes, the percentage of late pachytene and diplotene spermatocytes with XY-body USP7 decreased significantly in *Adad2* mutants. This was concurrent with an increase of cells with autosomal USP7 and suggests there is a failure to properly localize or maintain the localization of USP7 late in meiosis. We next asked whether this USP7 shift resulted in abnormal deposition of the epigenetic mark K119Ub (Fig. 5C). As expected, the frequency of cells with K119Ub XY-body exclusion was similar between wild type and mutant in early and mid-pachytene spermatocytes but was significantly reduced in mutant late pachytene and diplotene spermatocytes (Fig. 5C). Together, these observations demonstrate a dramatic redistribution of one MDC1-regulated pathway, including the epigenetic mark resulting from it, in *Adad2* mutant spermatocytes at the time of MDC1 reduction. This suggests that adequate MDC1 levels may be necessary to maintain proper localization of downstream networks once established.

**Fig. 5.**
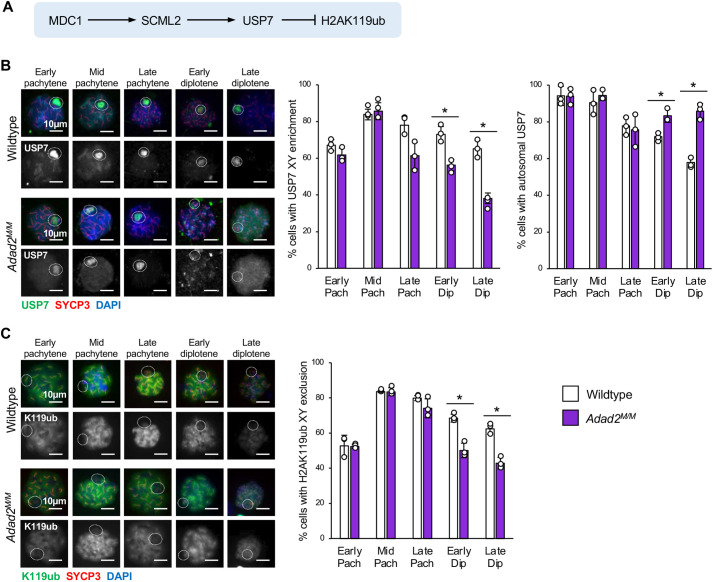
**The MDC1-regulated SCML2 network shifts from the XY-body to the autosome in late-pachytene mutant spermatocytes.** (A) MDC1-mediated regulation of USP7 and H2AK119ub via SCML2. (B) Immunocytochemistry of USP7 and localization pattern quantification by stage in 30 dpp wild-type and *Adad2^M/M^* spermatocyte (three samples per genotype; USP7, green; SYCP3, red; DAPI, blue) showing decreased frequency of XY enrichment and increased frequency of autosomal USP7 signal. Circles indicate the region of the X and Y chromosomes, defined by morphological parameters. (C) Immunocytochemistry of H2AK119ub and localization pattern quantification by stage in 30 dpp wild-type and *Adad2^M/M^* spermatocyte spreads (three samples per genotype; H2AK119ub, green; SYCP3, red; DAPI, blue) showing reduced frequency of H2AK119Ub XY-body exclusion in mutant late meiotic spermatocytes. Images are representative of localization pattern observed in wild type versus mutant. Dashed circles indicate the region containing the X and Y chromosome. Data are mean±s.d. Dots represent frequencies within individuals. Significance was calculated using an unpaired, two-tailed Student‘s *t-*test. *P<0.05.

In spite of the redistribution of USP7 in the mutant spermatocytes, it remained a possibility that the observed changes resulted from alterations in the expression or ribosome association of known epigenetic mark regulators. To determine whether this was the case, we examined key elements of each pathway using our RNA and RiboTag-sequence analyses (Fig. S5E). Of these, no significant changes in abundance or ribosome association were observed in *Adad2^M/M^* samples, indicating altered epigenetic marks cannot be attributed exclusively to expression or ribosome association changes.

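Enzymes that place or remove the marks, and proteins that bind them, kept abundance near wild type. Of 59 transcripts, 23 lay above and 36 below 0 in input, with a median log2 fold change of -0.10 (interquartile range -0.22 to 0.16). Kdm4d, a demethylase of H3K9 that is strong in testis, had -0.54 (standard error 0.16). Kdm3a, which removes H3K9 methylation in spermatids, had -0.20 (standard error 0.07), and the H3K9 methyltransferase Setdb1 had -0.11 (standard error 0.14). In ribosome association 30 of 56 lay above 0 (median 0.03, mean -0.03). Mysm1, which removes ubiquitin from H2A, had -0.89 (standard error 0.28) and Kdm4b -0.96 (standard error 0.41), while Usp7 had 0.05 (standard error 0.15) and Scml2, a Polycomb protein of the germline, 0.51 (standard error 0.53). HP1 genes had -0.003 for Cbx1, 0.43 for Cbx3 and -0.40 for Cbx5.
No transcript of the list was called by edgeR in either measure. At an unadjusted p under 0.05, 3 were higher and 7 lower in input, and 0 and 4 in ribosome association. DESeq2 called 0 higher and 1 lower in input, and 0 and 1 in ribosome association. In input camera ranked the list above other genes without calling it (adjusted p = 0.0505, and 0.5945 with an estimated correlation), although its median and mean lie below 0. In ribosome association camera ranked the list above other genes (0.0151, and 0.234 with an estimated correlation).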

### MSCI is moderately defective in *Adad2* mutants

In early pachytene spermatocytes, MDC1 mediates silencing of sex chromosome expression (MSCI) via deposition or exclusion of specific epigenetic marks specifically on the sex chromosomes (Abe et al., 2020; Ichijima et al., 2011). Given the observed changes to the sex chromosome epigenetic composition, we examined MSCI in *Adad2* mutants by comparing differential expression (DE) across the autosome and sex chromosomes in 21 dpp wild-type and mutant testes (Fig. S7A,B). These analyses demonstrated the X-chromosome was not overrepresented in the DE gene list nor was X-chromosome gene expression significantly increased as a whole. This is in contrast to other models lacking MSCI in which many X-chromosome genes are dramatically upregulated (Turner, 2007). However, in spite of what appeared to be qualitatively normal MSCI in mutant spermatocytes, X-chromosome DE genes were much more likely to be upregulated when compared with autosomal DE genes (Fig. S7C). 

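X-linked genes leaned higher than autosomal genes in mutant input, by a small amount. Of 783 X-linked genes 468 lay above 0, with a median log2 fold change of 0.15 against -0.10 on autosomes. Nrk (ENSMUSG00000052854.15, chromosome X, 138914430 to 139010532), a kinase gene of placenta and somatic tissues, had 23.9 ± 2.43 CPM in wild type and 38.8 ± 1.83 in the mutant, and Pja1, a ubiquitin ligase, had 65.9 ± 8.77 in wild type and 102 ± 8.52 in the mutant. Scml2, a germline Polycomb gene on the X, had a log2 fold change of 0.15 (standard error 0.35). The mean of the X-linked genes per animal had the other sign, at a difference of -0.21 on the log2 scale (exact permutation p = 0.429). Mutants 12 and 69 lay below every wild-type animal in that mean, and 93 and 94 above.
The X-linked list ranked higher in camera (adjusted p = 2.3e-04, and 0.595 with an estimated correlation), and fry did not call it (0.690). Of single genes edgeR called none on the X and 1 of 18982 on autosomes, with 26 X-linked genes higher and 6 lower at an unadjusted p under 0.05. DESeq2 called 21 of 773 X-linked genes, or 2.72%, and 495 of 18743 autosomal genes, or 2.64% (Fisher exact p = 0.909). Over genes with at least 10 counts in every library it called 4.98% and 2.79% (Fisher exact p = 0.0422).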

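X-linked genes that DESeq2 called were mostly higher in mutants. Of its 21 X-linked genes 17 were higher, or 81.0%, against 202 of 495 autosomal genes, or 40.8% (odds ratio 6.14, Fisher exact p = 4.0e-04). Smarca1 (ENSMUSG00000031099.16, chromosome X, 47809368 to 47892974), a chromatin remodeler of the ISWI family, had 25.4 ± 3.61 CPM in wild type and 47.7 ± 5.48 in the mutant. The septin gene Sept6 (ENSMUSG00000050379.15, chromosome X, 36911326 to 36991794) had 35.1 ± 3.00 in wild type and 61.1 ± 11.5 in the mutant. Rps4x, a ribosomal protein gene whose germline relative Rps4l lies on chromosome 6, had 0.49 (standard error 0.13). Their adjusted p from DESeq2 was 5.1e-05, 0.00159 and 8.7e-04. In edgeR it was 0.347 for Smarca1 and Sept6.
Of 3 of these transcripts, 2 were called lower in wild-type IP against input, where Sept6 had -1.68 (standard error 0.20, adjusted p = 0.0139) and Rps4x -1.92 (standard error 0.12, adjusted p = 0.00634), and Smarca1, which was not called, had -3.86 (standard error 0.90, adjusted p = 0.0603). Over all X-linked genes, 97 were called higher and 77 lower in that comparison (median -0.08). Sertoli and Leydig transcripts, which also had higher values in mutant input, were low in that comparison too. Fisher's test treats genes as independent, which genes that vary together across animals are not. It also takes the calls of DESeq2 as given. In simulated input data at the dispersion of these libraries DESeq2 called 194 unchanged features. Splitting the animals as 12, 69 and 93 against the rest gave 2668 DESeq2 calls, against the real 1143. The 21 X-linked calls may therefore include false ones.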

Although the direct influence of MDC1 on MSCI in late pachytene spermatocytes cannot be assessed due to the *Mdc1* mutant phenotype, mutation of the MDC1 target *Scml2* does result in abnormal MSCI late in meiosis (Luo et al., 2015). Thus, we compared X-chromosome genes upregulated in *Adad2* mutants with those in *Scml2* mutants and found an appreciable overlap (Fig. S7D). Together, these findings suggest MSCI is established normally in *Adad2* mutants but may be maintained improperly, presumably due to insufficient MDC1 protein levels leading to abnormal SCML2 function.

### Deposition of the activating mark H3K4me2 is abnormally regulated in *Adad2* mutants

Although the vast majority of differentially expressed X-chromosome genes in the *Adad2* mutant showed increased abundance, a select number demonstrated a decrease. 

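A set of X-linked genes is expressed in spermatids, when the rest of the chromosome stays largely silent. The proteins include AKAP4, the main component of the fibrous sheath, and TSGA8 of the condensing nucleus. Akap4 (ENSMUSG00000050089.13, chromosome X, 7067519 to 7078609) had a log2 fold change of -1.27 (standard error 0.48) and 14.5 ± 9.76 CPM in the mutant. Tsga8 had a log2 fold change of -0.93 (standard error 0.63). Of 19 such genes that could be tested, from a list drawn up from general knowledge, 15 lay below 0 and 4 above, with a median of -0.68 (interquartile range -1.34 to -0.14). Magea8 stood at the other end at 3.13, on few counts.
Per animal 3 of 4 mutants had a lower mean of the list than any wild-type animal, with a difference of -0.71 in log2 CPM (exact permutation p = 0.143). The list was not called by camera (0.583) or fry (0.288). No gene of the list was called by edgeR, with 0 higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0 higher and 0 lower. In ribosome association 8 could be tested (median -0.17, camera adjusted p = 0.522).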

Detailed analysis of these revealed that half (Fig. S7E) belong to the relatively small number of X chromosome-encoded transcripts that undergo activation after the completion of meiosis (Ernst et al., 2019). Reduced expression of these transcripts suggested there may be defects in post-meiotic gene activation of the X-chromosome, which is driven in part by deposition of the activating mark H3K4me2 (Adams et al., 2018). Supporting this notion, our initial heterochromatin characterization (Fig. 1D) demonstrated reduced H3K4me2 in mutant whole testis lysate and spermatocytes. To further explore this, we characterized H3K4me2 XY-body deposition during meiosis, which is dependent on the MDC1-interacting protein RNF8 (Adams et al., 2018). Early in meiosis H3K4me2 is excluded from the XY-body (De Vries et al., 2012; Federici et al., 2015), a finding recapitulated in early and mid-pachytene wild-type and mutant spermatocytes. However, although the frequency of cells with XY-body H3K4me2 enrichment increased dramatically in wild-type spermatocytes from late pachytene to late diplotene, virtually no mutant spermatocytes accumulated XY-body H3K4me2 (Fig. 6). As for other epigenetic marks, we found no significant changes in gene expression or ribosome association for H3K4 methylation genes (Fig. S5E). Together, these analyses suggest ADAD2 indirectly influences H3K4 methylation via its influence on MDC1, in agreement with the reported role of MDC1 in enhancing H3K4me2 in the XY-body. Furthermore, they confirm that the majority of *Adad2* mutant spermatocytes display molecular phenotypes indicative of MDC1 loss in late pachytene spermatocytes.

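Ash2l (ENSMUSG00000031575.18, chromosome 8, 25815996 to 25847694), a core subunit of the complexes that methylate H3K4, had 211 ± 3.60 CPM in wild type and 155 ± 18.0 in the mutant, a log2 fold change of -0.44 (standard error 0.11, adjusted p = 0.347). DESeq2 called it lower, at an adjusted p of 0.00398. Its ribosome association had a log2 difference of 0.12 (standard error 0.14). Kdm1a, which removes H3K4 methylation and maintains the germline, had -0.28 (standard error 0.10) in input and -0.08 (standard error 0.13) in ribosome association. Kdm5b (ENSMUSG00000042207.17, chromosome 1, 134560171 to 134635285), a demethylase of H3K4me3, had -0.06 (standard error 0.15) in input and -0.75 (standard error 0.18, adjusted p = 0.443) in ribosome association, where DESeq2 gave an adjusted p of 0.0259 and called it lower. Rnf8, through which H3K4 dimethylation marks X-linked genes that escape silencing, had -0.04 (standard error 0.54) and 0.38 (standard error 0.59).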

**Fig. 6.**
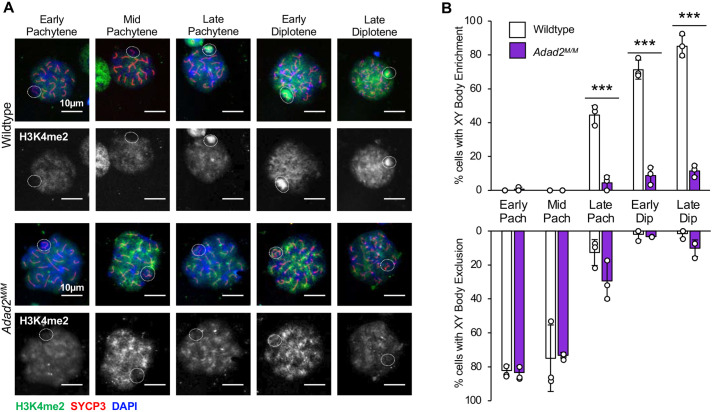
**Mutant spermatocytes fail to localize H3K4me2 to the XY-body late in meiosis.** (A) H3K4me2 immunocytochemistry (H3K4me2, green; SYCP3, red; DAPI, blue; dashed circles indicate regions containing the X and Y chromosome). (B) Quantification of localization pattern in 30 dpp wild-type and *Adad2^M/M^* spermatocytes (biological triplicate per genotype) showing almost complete lack of XY-body accumulation in mutant spermatocytes late in meiosis. Images are representative of the localization pattern observed in wild type versus mutant. Data are mean±s.d. Dots represent frequencies within individuals. Significance is calculated using an unpaired, two-tailed Student‘s *t-*test. ***P<0.0001.

### *Adad2* mutant spermatids have abnormalities in post-meiotic chromatin and chromatin remodeling

The heterochromatin of post-meiotic spermatids is divided into the chromocenter and a second highly heterochromatic region, termed post-meiotic sex chromatin (PMSC), that contains the condensed X- or Y-chromosomes (Moretti et al., 2016). Given dramatic alterations in meiotic chromatin of *Adad2* mutants and the previously observed abnormalities in chromocenter morphology, we examined epigenetic marks in the heterochromatin of *Adad2* mutant round spermatids.

Each round spermatid heterochromatin region is marked by distinct combinations of histone modifications, with the chromocenter containing both H3K9me3 and H3K27me3, while PMSC is strongly H3K9me3 positive but depleted of H3K27me3 (Ichijima et al., 2012; Turner et al., 2006). Using co-immunofluorescence of H3K9me3 and H3K27me3 in *Adad2^M/M^* round spermatids (Fig. 7A), we observed the fragmented chromocenters of *Adad2^M/M^* round spermatids were marked by both H3K9me3 and H3K27me3, similar to single chromocenters in the wild type. Furthermore, mutant round spermatids did not display either the weakly stained DAPI or H3K9me3-only regions that are indicative of PMSC, suggesting *Adad2^M/M^* spermatocytes lack a distinct PMSC domain. To confirm, we performed co-immunofluorescence of H3K4me2 and H3K27me3 in *Adad2^M/M^* round spermatids (Fig. 7B), with the expectation that regions of PMSC should be strongly H3K4me2 enriched and chromocenters H3K4me2 depleted (Tatehana et al., 2020). This pattern was observed in wild-type round spermatids; however, in the *Adad2* mutant spermatids, H3K4me2 did not localize to any of the chromocenter-like structures nor were other regions of distinct H3K4me2 enrichment observed, demonstrating *Adad2* mutant spermatids lack distinguishable PMSC.

**Fig. 7.**
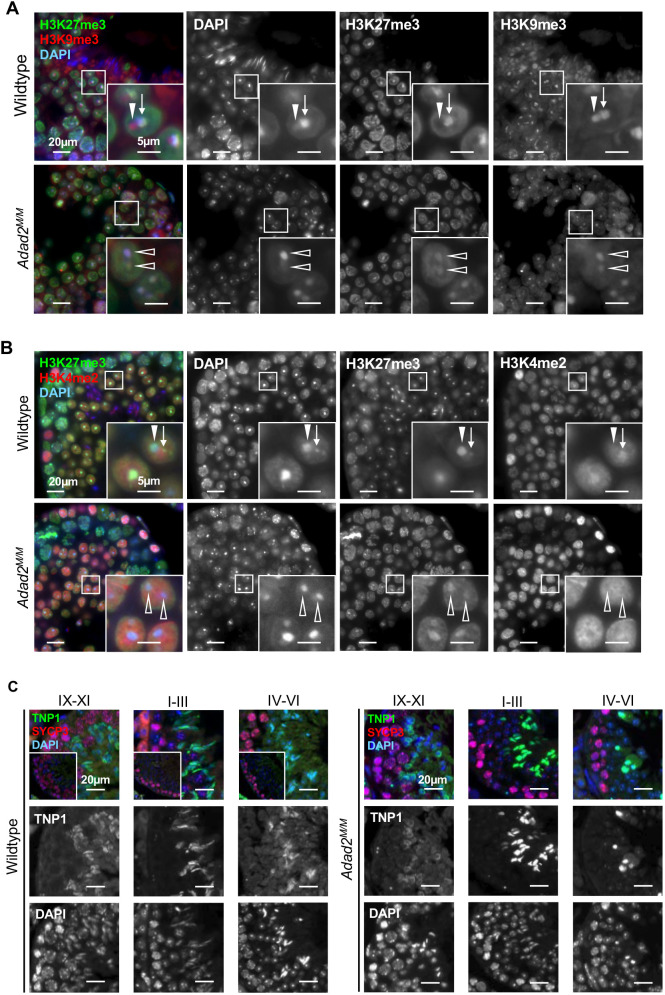
***Adad2* mutant spermatids do not form PMSC and fail to undergo the histone to protamine transition.** (A) Immunofluorescence of H3K27me3 and H3K9me3 in adult wild-type and *Adad2^M/M^ *round spermatids showing mutant round spermatids lack an H3K9me3-only chromatin domain (H3K27me3, green; H3K9me3, red; DAPI, blue). (B) Immunofluorescence of H3K27me3 and H3K4me2 in adult wild-type and *Adad2^M/M^ *round spermatids, demonstrating lack of H3K4me2 enrichment or exclusion in mutant round spermatids (H3K27me3, green; H3K4me2, red; DAPI, blue). In A and B, square indicates the area shown in the inset; arrowheads indicate the PMSC; arrows indicate the chromocenter; open arrowheads indicate the chromocenter-like foci. (C) Immunofluorescence of TNP1 (green) and SYCP3 (red). DAPI is in blue. Insets show stage-matched no anti-TNP1 controls in adult wild-type and mutant testis sections by stage. TNP1 is imported into the nucleus starting in stage XI in wild-type spermatids. It properly associates with the DAPI-dense regions of elongating spermatids by stage I and signal begins to dissipate by stage IV. These events are delayed or abnormal in mutant elongating spermatids.

Our earlier TUNEL assays demonstrated a significant increase in round spermatid apoptosis and a general reduction of round spermatids. In spite of this and a lack of epididymal sperm (Chukrallah et al., 2020), occasional morphologically abnormal elongating spermatids are observed in *Adad2* mutant testes. These cells provided an opportunity to examine post-meiotic chromatin remodeling in conditions of abnormal meiotic chromatin. To do so, we examined the localization of the histone replacing protein transition protein 1 (TNP1) (Fig. 7C). In wild-type spermatids, the process of elongation accompanies dramatic reorganization of chromosome centromeres, marked by PCH, along the axis of elongation (Meyer-Ficca et al., 1998). Centromere elongation can be visualized by the DNA staining dye DAPI as spermatids mature. In wild-type elongating spermatids, the single chromocenter (region of intense DAPI staining) gives rise to an elongated region, the formation of which coincides with nuclear import of TNP1. *Adad2* mutant spermatids fail to undergo this chromocenter elongation, even those cells containing a single chromocenter. Furthermore, wild-type spermatids generate TNP1 and import it into the nucleus, where it roughly colocalizes with regions of DAPI in a stage-dependent manner. However, in *Adad2* mutant spermatids, TNP1 nuclear import is delayed and, once imported, TNP1 shows poor colocalization with DAPI staining. Together, these observations suggest that the aberrations in epigenetic marks, and subsequent heterochromatin structures, of mutant meiotic germ cells directly impede their ability to undergo the histone to protamine transition and the concurrent morphological elongation necessary to generate mature sperm.

## DISCUSSION

Heterochromatin remodeling is a hallmark of germ cell differentiation. Herein we show loss of ADAD2, an RNA-binding protein observed exclusively in mid- to late pachytene spermatocytes, leads to abnormal meiotic and post-meiotic heterochromatin in both autosomes and sex chromosomes. This outcome is likely driven in part by reduced translation of *Mdc1* (Fig. 8) late in meiosis. MDC1 is expressed throughout male germ cell meiosis and has previously been associated with establishment of the unique XY-body epigenetic state early in pachynema (Broering et al., 2014; Ichijima et al., 2011), though its role later in meiosis has been enigmatic. In *Adad2* mutants, MDC1-dependent XY-body epigenetic marks (Adams et al., 2018; Alavattam et al., 2016; Sin et al., 2012) are established properly but fail to be maintained through late meiosis. Additionally, γH2AX and ATR are aberrantly observed on autosomal axes late in meiosis in mutant spermatocytes. Although *Adad2* mutant spermatocytes complete meiosis, autosomal and sex chromosome heterochromatin is severely perturbed in post-meiotic spermatids, resulting in spermatid apoptosis and failed chromatin compaction. These results explain the loss of post-meiotic germ cells in *Adad2* mutants and additionally suggest that *Adad2* mutants may be a unique model with which to investigate the function of MDC1 late in meiosis.

**Fig. 8.**
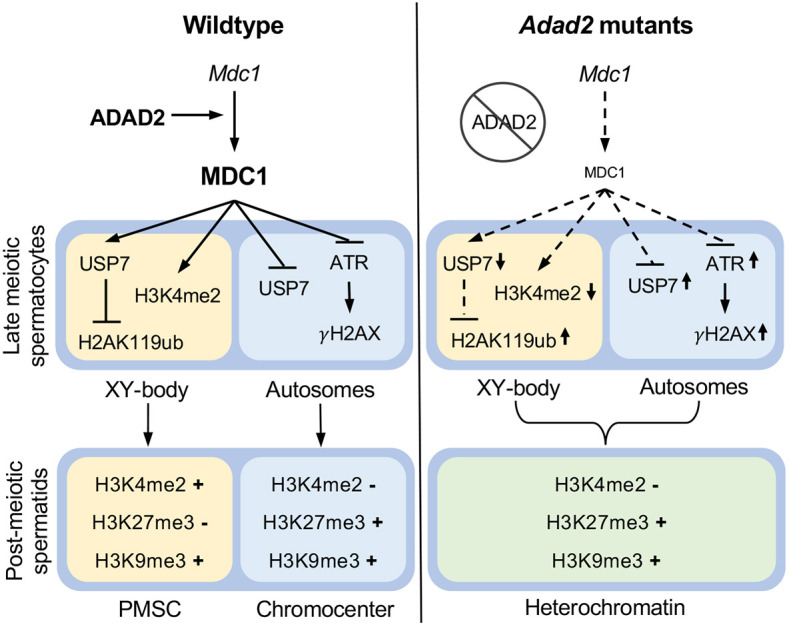
**Summary of ADAD2 action and drivers of the *Adad2* mutant phenotype.** In wild-type germ cells, ADAD2 facilitates translation of *Mdc1* late in meiosis, thus ensuring the correct epigenetic state of the XY body and autosomes, and resulting in two unique heterochromatin domains (PMSC and the chromocenter) in the subsequent post-meiotic germ cells. In the absence of ADAD2, MDC1 is low late in meiosis, leading to abnormal XY-body and autosome epigenetic signatures in late meiotic spermatocytes. In mutant post-meiotic spermatids, improperly marked chromatin domains result in the loss of distinct chromatin compartments.

Although the underlying molecular driver of the *Adad2* phenotype likely arises during mid- to late pachytene, at the physiological level, ADAD2 loss leads to significant reduction in post-meiotic germ cells (Snyder et al., 2020). We propose this cell loss occurs over two phases: the first at or just after the transition from spermatocyte to spermatid and the second during the round spermatid to elongating spermatid transition. These results demonstrate that round spermatid development per se is not heavily reliant on proper heterochromatin distribution, whereas cell type transitions involving chromatin rearrangements, such as completion of meiosis and the histone to protamine transition are, further supporting the notion that abnormal heterochromatin is the primary driver of the *Adad2* mutant phenotype.

At the molecular level, the loss of MDC1 in *Adad2* mutants appears to be counterintuitive as the *Mdc1* transcript shows dramatically increased ribosome association, normally associated with increased translation. However, several other transcripts also demonstrate this unusual signature, wherein overall transcript abundance is minimally decreased, ribosome association is increased and protein abundance is dramatically reduced. Evidence from other systems has shown this phenomenon is indicative of abnormal translation elongation dynamics (Simms et al., 2017; Yan and Zaher, 2021). Translation elongation is increasingly being recognized as an important aspect of translation control that can have a profound influence on cell physiology. Elongation rates are exceptionally dynamic during meiosis in yeast (Sabi and Tuller, 2019) and profoundly influence protein production during early embryogenesis (Richter and Coller, 2015). Furthermore, evidence from mitotic models has demonstrated that elongation can be regulated via post-translational regulation of the core elongation complex (Sivan et al., 2011). In spite of this, translation elongation is almost entirely unstudied in the male germ cell. The dramatic reduction of two members of the key elongation complex eEF1B in *Adad2* mutants makes it tempting to postulate that ADAD2 may be required for normal translation elongation in meiotic germ cells. The exact mechanism by which ADAD2 influences the eEF1B complex is, as yet, unknown. Ongoing and future efforts are aimed at answering this exciting question.

In this report, we focus on the impact of ADAD2 on DNA damage response proteins. However, it is important to note that ADAD2 likely regulates other important aspects of germ cell biology. Of particular interest is our observation that transcripts encoding translation and ribosome assembly factors or RNA processing proteins have altered ribosome association in *Adad2* mutants. Given the tight reliance of the germ cell on post-transcriptional regulation (Braun et al., 1989; Kleene et al., 1984), it seems likely these mechanisms may be driving additional biology not explained by abnormal DDR.

In spite of other pathways with abnormal ribosome association in *Adad2* mutants, deregulation of DDR-mediated events, in particular MDC1, explains a large part of the *Adad2* phenotype and provides novel insight into the function of MDC1 late in meiosis. First, the opposing impact of ADAD2 loss on BRCA1 and MDC1 provides a platform to dissect the relative contributions of both, late in meiosis. Our findings support the notion that although BRCA1 acts as a nucleating factor in the XY-body for MDC1 recognition of γH2AX early in meiosis (Broering et al., 2014; Scully et al., 1997; Turner et al., 2004), thereafter BRCA1 alone is not sufficient to maintain sequestration of ATR to the XY-body, demonstrating a key role of MDC1 in this process. Second, two MDC1-influenced epigenetic marks, H2K119Ub and H3K4me2 (Adams et al., 2018; Maezawa et al., 2018; Sin et al., 2012), have abnormal abundance and/or shifts from their normal autosomal or sex chromatin domains in *Adad2* mutant cells. Additionally, lack of detectable PMSC in *Adad2* mutants demonstrates failed H3K27me3 exclusion from the X and Y during meiosis, which is normally prevented by MDC1 (Ichijima et al., 2011). Together, these findings demonstrate MDC1 is required in mid- to late meiosis to ensure specific epigenetic compartments in the autosomes and sex chromosomes of male germ cells.

Previous work has proposed MDC1 facilitates establishment of the γH2AX domain on the sex chromosomes via tethering of ATR and TOPBP1 (Abe et al., 2020; Ichijima et al., 2011). Redistribution of ATR and γH2AX late in meiosis in *Adad2* mutant spermatocytes demonstrates MDC1 tethering is also required throughout the remainder of meiosis, while increased total γH2AX suggests MDC1 may also suppress ATR activity. This is further supported by the observation of increased H3K9me3 in *Adad2* mutant testes as the ATR/γH2AX network is upstream of SETDB1, which deposits H3K9me3 (Hirota et al., 2018). Future studies will be required to determine how ATR recognizes autosome axes when XY-body MDC1 is low. Whether MDC1 regulates other aspects of DNA damage repair or meiotic progression late in meiosis, as has been demonstrated for early meiosis (Testa et al., 2018), is unknown. Future studies leveraging the *Adad2* mutant may provide valuable insight into this issue.

Meiosis is not the only context in which MDC1 appears to tether components to regions containing γH2AX. During mitosis, DNA repair and DNA damage checkpoints are suppressed in order to ensure chromosome stability (Rieder and Cole, 1998). As such, mitotic cells rely on MDC1 to bind γH2AX at sites of DNA damage and mark them for repair during the next G1 phase (Lee, 2014; Orthwein et al., 2014). Recent work has shown MDC1 recruits and tethers TOPBP1 in mitosis to sites of DNA damage, thus forming a repair poised complex (Leimbacher et al., 2019). Meiotic cells represent another system in which DNA repair is suppressed (Srivastava and Raman, 2007) and, based on this work, also rely on the tethering function of MDC1 throughout cell division. As the composition of the mitotic DNA bound MDC1 complex remains undefined, it seems feasible MDC1 may also mediate epigenetic remodeling in mitosis at sites of DNA damage.

This work demonstrates ADAD2 is required to maintain a proper epigenetic state late in meiosis. Importantly, abnormalities in epigenetic marks are retained in mutant germ cells from late meiosis into post-meiotic spermatids, which show dramatic alterations in both autosome and sex chromosome heterochromatin. Only a handful of mutant models display similar post-meiotic germ cell heterochromatin defects to those observed in *Adad2* mutants (Maezawa et al., 2018; Martianov et al., 2002; Shang et al., 2007). In each, the causative events initiate late in meiosis and lead to substantial post-meiotic germ cell differentiation defects. These and the findings reported here demonstrate that post-meiotic germ cell differentiation is highly reliant on proper heterochromatin remodeling late in meiosis. Furthermore, they suggest meiotic germ cells lack a heterochromatin-dependent checkpoint late in meiosis, identifying mid- to late pachytene as a period in germ cell development that may be especially sensitive to the influence of epigenetic modifiers.

Overall, our findings define the mechanism whereby ADAD2 expression in meiotic germ cells leads to post-meiotic germ cell loss and reveal a heretofore unappreciated role for MDC1 in the maintenance of XY-body epigenetic state late in meiosis, underscoring the importance of MDC1 throughout meiosis and beyond. Last, we observed an unanticipated mode of translation regulation by ADAD2. The subsequent new avenues of study should shed light on an understudied level of translation regulation in meiotic germ cells and its connection to heterochromatin and the cell cycle.

## MATERIALS AND METHODS

### Animal care and model generation

All animal use protocols were approved by the Rutgers University animal care and use committees. Mouse procedures were conducted according to relevant national and international guidelines (AALAC and IACUC). Generation of *Adad2^M/M^* mice was as described by Chukrallah et al. (2020). RiboTag mice (Sanz et al., 2009) were obtained from The Jackson Laboratory and *Adad2-Ribotag* mice were generated as described by Chukrallah et al. (2020)*.* Mice were housed in a sterile, climate-controlled facility on a 12 h light cycle. Mice were fed LabDiet 5058 irradiated rodent chow and had access to food and water *ad libitum.*

### Germ cell separation

Spermatocytes and round spermatids were isolated from pooled testes using an adaptation of the STA-PUT protocol (Miller and Phillips, 1969) as described by Dunleavy et al. (2019). In order to capture each population of interest, testes from 50-70 dpp animals were used. These testes include all stages of meiotic and post-meiotic germ cell development. In brief, testes from 50-70 dpp wild-type and *Adad2^M/M^* mice (*n*=4 per genotype) were pooled. Testes were de-tunicated and incubated in both a collagenase and a trypsin solution at 37°C with gentle rocking to dissociate germ cells. Cells were filtered and then purified on a BSA gradient for 4 h at room temperature. Fractions were collected as described by Dunleavy et al. (2019). Part of each fraction was reserved for immunocytochemical analysis of composition.

Fraction purity was assessed via immunocytochemical analyses of cell types, confirming fraction 3 as spermatocyte enriched (SYPC3+) and fraction 5 as round spermatid enriched [determined by nuclear morphology (Fig. S1B)]. The remainder of the purified fractions was split and underwent either whole-protein extraction with RIPA or histone-specific extraction, as described below.

### Preparation of meiotic spreads and immunocytochemistry

Meiotic spreads were prepared following a modified version of the protocol described by La Salle et al. (2008). Testes from 30 dpp animals were used as they contain the full complement of meiotic cells along with the round spermatids of all developmental stages with limited numbers of elongating or elongated spermatids. In brief, testes from 30 dpp *Adad2^M/M^* and wild-type male mice were collected in 1× PBS and lysed in a hypotonic extraction buffer [30 mM Tris-HCl pH 8.2, 50 mM sucrose, 17 mM sodium citrate, 5 mM EDTA, 2.5 mM DTT and 0.5 mM PMSF] for 15 min at room temperature. Tubules were transferred to and dispersed in a 100 mM sucrose solution. Tubule solution (20 µl) was spread on charged slides coated with 1% PFA solution plus 0.14% Triton X-100 and left in a humid chamber to dry overnight. Slides were washed for 2 min in 0.4% Kodak Photoflo and air-dried at room temperature before either using directly for immunocytochemistry or stored at −20°C for later use.

Prior to staining, slides were blocked for 1 h at room temperature in 1× ADB (45 mM BSA, 1% normal goat serum and 0.2% Triton X-100 in 1× PBS). Primary antibodies were diluted in 1× ADB and incubated overnight in a humid chamber either at 4°C or room temperature. Slides were then rinsed in 1× PBS for 10 min, then twice in 1× ADB for 10 min each. Fluorescent secondary antibodies were diluted in 1× ADB. Slides were incubated in light-protected humid chamber for 2 h at room temperature, then washed in 1× PBS for 10 min three times. Slides were mounted using DAPI Fluoromount-G (SouthernBiotech) and stored at 4°C with light protection. For a detailed breakdown of antibody concentrations and conditions, please see Fig. S8A.

Spermatocyte stages were distinguished by SYCP3 pattern as described previously (Luo et al., 2015). Briefly, X- and Y-chromosome structure was used to distinguish early, mid and late pachytene spermatocytes. Early pachytenes were defined by strong SYCP3 staining with shorter strands and no overtly obvious X- and Y-chromosome complex, mid-pachytenes possessed relatively longer SYCP3 strands and a distinct X- and Y-chromosome, and late pachytenes characterized by distinct, defined bulbs at the ends of the synaptonemal complex. De-synapsis of three or fewer SYCP3 strands indicated early diplotene and greater than three late diplotene. Cells were imaged using a custom-built Zeiss microscope with bright-field and fluorescent capabilities. Each channel was imaged individually through MetaMorph imaging software (Molecular Devices) and color-combined using the built-in color combine tool of the program. Provided images are representative of three or more biological samples. With the exception of RPA2, all quantification was carried out via direct visualization. For all quantifications, three wild-type and three *Adad2^M/M^* samples were used. A minimum of 40 cells per cell type per individual were assessed for staining pattern, with the exception of early diplotene (total of 120 per genotype), of which 30 cells were assessed due to the low frequency. Percent means were calculated at the level of biological replicate and s.d. is across biological replicates. Significance was calculated using an unpaired, two-tailed Student's *t*-test.

### RPA2 foci quantification

Thirty spermatocytes at each stage (early, mid and late pachytene, as well as diplotene) were imaged per sample (30 dpp wild type and *Adad2^M/M^*; *n*=3). For each, an RPA2 image, an SYCP3 image and a DAPI image were taken. For each cell, RPA2 foci were quantified using ImageJ (Abramoff04) and the Analyze Particle function (minimum size=10 pixels; threshold=50). Cell boundary was determined by DAPI signal and stage by SYCP3, as above. The number of discrete foci was recorded and the mean was calculated by spermatocyte stage and genotype. Data were visualized in R.

### Protein isolation and western blotting

Testes were collected from adult (60-70 dpp) and 21 dpp *Adad2^M/M^* and wild-type male mice and flash frozen. Tissue was ground in liquid nitrogen and total protein was extracted by RIPA buffer with protease inhibitors at a ratio of 1 ml buffer to 100 mg tissue. Protein concentration was determined via the DC protein assay (BioRad) as described by Chukrallah et al. (2020). Either 20 µg protein or 10 µg for purified cells was electrophoresed on 10% acrylamide gels per sample and Coomassie Blue was used to verify equal protein loading. Following wet transfer of proteins to a PVDF membrane (BioRad), membranes were blocked and incubated overnight with primary antibody at 4°C. Images were developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific) and visualized using an Azure Biosystems C600 imager. For a detailed breakdown of antibody concentrations and conditions, please see Fig. S8A. For each age, a single protein panel of biological replicates (n=3 per genotype for most analyses) was generated. Proteins were quantified, diluted to a concentration of 1 mg/ml and utilized for all western blot analyses. Sample order was held constant across all western blot analyses. For each protein panel, a single genotype control (ADAD2) and loading control (GAPDH) was generated. These controls are shown across multiple figures (Fig. 1D, Fig. 3A, Fig. S5B,D and Fig. S6D) to aid in reader analysis. In the case of eEF1D in 21 dpp testes (Fig. S5D), n=2 per genotype as the first wild-type sample and the last mutant sample were unavailable. The associated ADAD2 and GAPDH control blot images were cropped to remove these samples, and thus they align with the presented eEF1D samples.

Western blot band intensity was quantified using ImageJ as described previously (Janes, 2015). A band intensity value was calculated for each sample in the blot using Analyze Gel tool in ImageJ. As this tool calculates band density with respect to background, all quantifications are of the signal intensity relative to the level of background. The band density of the experimental blot was normalized by taking the ratio of the density of the experimental band to the density of the corresponding GAPDH or Total H3 (histone extraction only) band. Mean values for wild-type and *Adad2^M/M^* sample values were calculated. Standard deviation was calculated, and significant differences determined using an unpaired, two-tailed Student's *t*-test.

### Extraction and western blotting of histones

Testes were collected from adult (60-70 dpp) and 21 dpp *Adad2^M/M^* and wild-type male mice, ground on dry ice and resuspended in Triton extraction buffer (TEB) [0.5% Triton X-100, 2 mM phenylmethylsulfonyl fluoride (PMSF) and 0.02% NaN_3_] at 100 mg tissue/ml buffer. Tissue was lyzed by rotating at 4°C for 10 min, then centrifuged at 2000 ***g*** for 10 min at 4°C. Supernatant was discarded, and the pellet was resuspended in half the starting volume of TEB and centrifuged as above. The pellet was resuspended in an equal volume of 0.2N HCl and acid-extracted overnight at 4°C. The sample was then centrifuged at 2000 ***g*** for 10 min at 4°C and supernatant collected. Protein content was determined using the BioRad DC protein assay, as above, and equal loading confirmed by Coomassie Blue. Either 20 µg histone lysate or 10 µg for purified cells was electrophoresed on 15% acrylamide gels and transferred to PVDF membranes as above. Membranes were washed in 1× PBS with 0.1% Triton and blocked in 5% BSA in 1× PBS with 0.1% Triton. Membranes were visualized and imaged as above. For a detailed breakdown of antibody concentrations and conditions, please see Fig. S8.

### Histological evaluation

Adult and 21 dpp wild-type and *Adad2^M/M^* testes were collected and fixed overnight in Bouin's solution (Sigma Aldrich). Tissue was cleared in deionized H_2_O, dehydrated in increasing concentrations of ethanol, embedded in paraffin wax and cut into 4 μm sections. Slides were deparaffinized and rehydrated before staining with Periodic Acid (Millipore Sigma), Schiff's Reagent (Millipore Sigma) and Meyer's Hematoxylin (Millipore Sigma). Slides were dehydrated in ethanol and mounted with Permount mounting medium (Fisher Scientific).

Histological parameters previously described (Russel et al., 1990) were used to (1) quantify the number of round spermatids per tubule and number of round spermatid-containing tubules per 21 dpp sample; and (2) the number of MII spermatocytes (*n*>100/sample) per tubule and the number of stage XII tubules (*n*=50) per adult sample. For both counts, totals and averages (means) for each genotype were calculated, as well as s.d. An unpaired, two-tailed Student's *t-*test was used to identify significant differences by genotype.

Round spermatid morphology was quantified in DAPI-stained samples (21 dpp wild type and *Adad2^M/M^*, *n*=3). At least 1200 round spermatids were quantified per sample. Spermatids were binned by number of intensely DAPI-staining structures (1, 2 or 3+). Means were calculated by genotype percent of each pattern. Standard deviation was calculated, and significant differences determined using an unpaired, two-tailed Student's *t*-test.

### Immunofluorescence

Testes were dissected from adult mice and fixed overnight in 4% PFA. Tissue was rinsed in PBS and dehydrated in increasing concentrations of ethanol before embedding in paraffin wax. All applications used 4 μm sections. Antigen retrieval was performed by boiling slides in either 14.3 mM citrate solution (pH 5.95) for 7 min, 10 mM glycine (pH 2.5) for 8 min or Tris- EDTA [10 mM Tris-HCl, 1 mM EDTA and 0.05% Tween (pH 9.0)] for 30 min. Slides were mounted using DAPI Fluoromount-G and stored at 4°C with light protection. Slides were visualized on a custom-built microscope (Zeiss) with fluorescent and bright-field capabilities. Provided images are representative of three or more biological samples. Signal intensity was matched across slides by matching background (interstitial) signal intensity Developmental stages were determined according to the parameters set forth by Russel et al. (1990), facilitated by SYCP3 co-staining where possible.

### Tubule staging criteria

Stages of seminiferous tubule sections were determine according to the definitions outlined previously (Russel et al., 1990), using a combination of SYCP3 and DAPI staining, and are further outlined in Fig. S1A. As *Adad2^M/M^* males do not complete spermatogenesis, staging was reliant on cell types present prior to ADAD2 expression, primarily preleptotene, leptotene and zygotene spermatocytes, which allowed for bins of stages to be identified. For tubules, staging was binned as follows: I-III, early pachytene spermatocytes; IV-VI, mid-pachytene spermatocytes; VII-VIII, preleptotene and late pachytene spermatocytes; IX-XI, leptotene and diplotene spermatocytes; XII, zygotene spermatocytes and two or more metaphase, anaphase, telophase or MII spermatocytes.

### TUNEL assay

Adult testes from wild-type and *Adad2^M/M^* mice were fixed in PFA, embedded in paraffin wax and sectioned as above. Slides were deparaffinized with xylenes and rehydrated in decreasing concentrations of ethanol (100%, 95%, 70% and 50%) before incubation at 37°C in Proteinase K (1:500 in 1× PBS). TMR Red In Situ cell death detection kit (Millipore Sigma) was used, as per manufacturer's instructions. Slides were mounted using DAPI Fluoromount-G and stored at 4°C with light protection. TUNEL-positive cells were quantified by direct visualization. Cells determined via DAPI staining to be either spermatocytes or spermatids were quantified, as were the number of these cells with a distinct red TUNEL signal in the triple channel. A minimum of 100 cells per each type were quantified per sample (*n*=3 for wild type and *Adad2^M/M^*). From this, the percentage of TUNEL-positive cells was calculated for each cell type in each sample, then averaged (mean) by genotype. Standard deviation was calculated and significant differences determined using an unpaired, two-tailed Student's *t*-test.

### Ribotag RNA immunoprecipitation

Testes were collected from 21 dpp males heterozygous for *Rpl22-HA* and *Stra8 iCre* that were either *Adad2^M/M^* (*n*=4) or *Adad2^+/+^* (*n*=3). Immunoprecipitation and RNA extraction were carried out as described previously (Chukrallah et al., 2020). In brief, testes were homogenized in lysis buffer and precleared twice using antibody-free beads, and pre-immunoprecipitation (input) fractions were collected. Overnight incubation with an anti-HA antibody (ABCAM) was followed by a 2 h incubation with Protein A Dynabeads (Invitrogen). Beads were washed and RNA was extracted using the miRNeasy mini kit (Qiagen) according to the manufacturer's instructions. Each biological replicate generated a total RNA sample (input) and an immunoprecipitated (IP) RNA sample.

### RNA-sequencing and quality control

Input and IP samples were quantified via Nanodrop and assessed for RNA integrity using an Agilent Bioanalyzer (Agilent RNA 6000 Pico). Sample RNA was sent to Genewiz for commercial sequencing (Total RNA, Illumina HiSeq 4000, paired end, 150 bp reads). Strand-specific libraries were prepped with the Ribo-zero Gold HMR and TruSeq Stranded Total RNA Library Prep Human/Mouse/Rat. Raw reads and processed files for this analysis are available in GEO under accession number GSE190525.

Following sequencing, read quality was assessed using the FastQC software from Babraham Bioinformatics and summarized with MultiQC (V1.9; Ewels et al., 2016). *In silico* rRNA depletion was carried out using BOWTIE2 (V2.4.1; Langmead and Salzberg, 2012). Based on initial quality reports, the first 20 bp and last 30 bp were trimmed (TRIMMOMATIC; Bolger et al., 2014) generating 100 bp, paired-end reads. A final rerun of FastQC and MultiQC indicated improved quality. Principle component analyses to confirm sample ID assignment were carried out using pcaExplorer (Marini and Binder, 2019).

### Data analyses

An expanded testis transcriptome was generated by appending novel testis-specific genes and isoforms (Gamble et al., 2020) to the current Ensembl mouse transcriptome (Mus_musculus.GRCm38.90, mm10). Briefly, single-end strand-specific RNA-seq reads derived from isolated testicular cell types were taken from the SRA database (GEO accession numbers GSE43717, GSE43719 and GSE43721; Soumillon et al., 2013) and aligned to the transcriptome. Reads were aligned to this expanded transcriptome and abundance estimated using RSEM (v 1.3.3) (Li and Dewey, 2011). For input samples, differential expression was calculated by EBSeq (release 3.12) (Seirup et al., 2020) with a cutoff of PPDE≥0.95 and a directional fold change greater than one. Ribosomal association (RA) was determined by calculating the ratio of IP TPM over input TPM. Any transcripts with any input values equaling zero were removed. A Welch's unpaired, two-tailed *t*-test was conducted using R (matrixTests) to identify differential ribosome association (DRA, *P*<0.05). Heat maps were generated using R (base R) as described previously (Snyder et al., 2020) using publicly available datasets. The percentage total expression for both DE and DRA genes by cell type was plotted in terms of abundance. Graphical representations of data as scatter plots (base R) and violin plots (ggplot2) were generated using R. Ontological analyses were performed using the DAVID bioinformatics database (Huang da et al., 2009). Ontological categories were identified from gene lists differentially expressed or differentially ribosome associated in wild-type or *Adad2^M/M^* samples. Clusters were identified using a medium classification stringency and *P* values were confirmed to be statistically significant (*P*<0.05).

## Supplementary Material

Click here for additional data file.

10.1242/joces.259196_sup1 Supplementary information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

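Total RNA (input) and HA-immunoprecipitated, ribosome-bound RNA (IP) were measured in testes of 3 wild-type and 4 Adad2 mutant mice at 21 dpp, which makes 14 libraries from 7 animals. All mice carry RiboTag with Stra8-iCre. The paper describes stranded, ribosomal RNA-depleted libraries, sequenced as paired ends. It describes removal of ribosomal reads with Bowtie2, trimming with Trimmomatic and quantification with RSEM. Expected counts were made by the authors with RSEM 1.3.3 on GRCm38 and deposited without normalization. TPM values were made by the authors in the same RSEM run, scaled over all entries of a library with spike-ins and 7SL RNA among them. Each entry is 1 transcript, although the tables are named as genes. Of 182829 entries, 133849 are Ensembl transcripts, 48888 are assembled transcripts (TCONS) and 92 are spike-ins. With GENCODE M21, 133445 Ensembl transcripts were assigned to gene symbols and summed, and 404 without a match were kept singly. This gave 102531 features, of which 53239 are gene symbols, and 97 symbols join more than 1 gene ID.
Expected counts were rounded and tested in edgeR 4.0.16 with TMM factors, filterByExpr, estimateDisp and the robust quasi-likelihood test, at a Benjamini-Hochberg adjusted p under 0.05. Comparisons were mutant against wild type in input (36572 features), mutant against wild type in IP (26186), IP against input in wild type (34864) and in mutants (22918), and the interaction of fraction and genotype (16014). The last 3 took the animal as a block, and the interaction left out features at 0 in any input library. After removal of genotype and fraction, input and IP of the same animal correlated by 0.16, 0.22 and 0.10 in wild type and by 0.05, 0.02, 0.01 and 0.10 in mutants. Other tools were DESeq2 1.42.0 and limma 3.58.1 on R 4.3.3, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Levels are TMM-normalized CPM. Single values were compared by exact permutation of the 7 animals, which allows 35 splits and a smallest p of 0.0286.
The study's measure was also computed, as the unequal-variance test of IP/input TPM ratios at an unadjusted p under 0.05. The study's abundance test, EBSeq at a posterior probability of 0.95, was not used here. Alternatives were DESeq2, RLE and upper-quartile factors, no filter, at least 10 counts in every library, unrounded counts, limma on log2 TPM with 0.1 or 1 added, no block, a stricter adjusted p of 0.01, and leaving out each animal. Others were chosen after the data were seen: 1 feature per transcript, annotated genes alone, limma voom with quality weights per library, both filters combined with other tools, animals 12 and 69 left out together, a newer dispersion method of edgeR, and variants of the study's test.
For 25 gene lists, camera with a correlation of 0.01 was used, and beside it camera with an estimated correlation, fry, and the mean of each list per animal. The lists were markers of spermatogonia, early meiotic, late pachytene and round spermatid germ cells, and of Sertoli, Leydig, myoid, macrophage and vessel or blood cells. Others were histones, HP1 proteins, writers and erasers, XY body factors, X-linked genes, X-linked genes active after meiosis, DNA damage response, cell cycle, translation factors, eEF1 complexes, cytosolic and mitochondrial ribosomal proteins, ribosome stress, piRNA factors, interferon response and apoptosis. They were drawn up from general knowledge, the XY body factors from the paper's text, and overlap with the lists used in the study was not examined.
Genes were named by a rule that gave 240 genes. These were the genes the paper names in its text or in Fig. 2D, whose values had been seen, and up to 4 members of each list with the smallest p. They were also up to 10 called genes per direction with an annotated name, a mean log2 CPM of at least 1 and no overlap between genotypes. Input libraries held 22987974 to 30330450 counts and IP libraries 25037235 to 30871330. Recovery was tested on simulated data with these depths. In input, edgeR found 51 of 100 genes changed by 2-fold at a low dispersion and 0 at the estimated dispersion, where it called 1 unchanged gene and DESeq2 called 194. For the interaction it found 20 of 100 at a low and 2 of 100 at the estimated dispersion. The ratio test without adjustment called 609 unchanged features. Spike-ins were left out of the tests and used only to judge the libraries.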

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

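Of the tests in this part, the means of lists per animal, the lists over genes with at least 10 counts, the comparison of sequencing depth, the share of lower values under RLE size factors and the covariance over other splits of the animals were chosen only after the result was seen.
Some lists were called lower in ribosome association by fry, which tests a list against 0 and not against other genes, and all features tested had a median of -0.29. Round spermatid genes had a median log2 difference of -0.69 (adjusted p = 0.00880) and late pachytene genes -0.18 (0.00888). Sertoli markers had -1.71 (0.0215), with all 22 below 0, and X-linked genes -0.39 (0.00880), with 293 of 418 below 0. With at least 10 counts in every library the medians were 0.37 for round spermatid, -0.64 for Sertoli and 0.01 for X-linked genes, and with no block for the animals 0.01, -0.99 and -0.19. Camera, which ranks a list against other genes, did not call X-linked genes (0.994). Macrophage markers had -4.11 (0.0215) and markers of vessels and blood -4.91 (0.00880), but 6 of 13 and 4 of 11 of them were at 0 in every mutant IP library. Those 2 medians are fitted values and no bound. Adjusted over the list alone, C1qc and Mrc1 of macrophages and Esam, Kdr and Tek of vessels were called lower. The tag is driven in germ cells, so for these somatic lists the ratio cannot measure ribosome association in their own cells. In wild-type IP against input they already had medians of -2.69 (Sertoli), -3.02 (macrophage) and -2.33 (vessels and blood). Per animal, 4 of 4 mutants lay below every wild-type animal for X-linked genes and for vessels and blood (exact permutation p = 0.0286 each), and also for late pachytene, Sertoli and macrophage lists (0.0571 each). Adjusted over 25 lists, each of these had 0.238. The list of round spermatid genes had a mean difference per animal of 0.005 (exact permutation p = 1), with 5 of 28 members at 0 in every mutant IP library.
Features outside those the paper discusses passed the test of edgeR. 1700006A11Rik had a log2 fold change of 1.36 in input and was higher in 4 of 4 mutants. The assembled transcript TCONS_00040829 had 29.95 CPM in mutant input, TCONS_00140665 had 29.8 CPM in wild-type input, and TCONS_00051480 had 47.98 CPM in mutant IP and is listed at 0 in wild-type IP. Each was chosen after its values were seen. For the assembled transcripts, sequence and place in the genome were not available.
Single animals stood far from the other 3 mutants for 5 of 69 groups of values, and chance alone gives about 1 in 20 such groups. Cbx3 was at 33.75 CPM in the input of animal 69, and Tnp1 at 1.249 CPM in the input of animal 93. In the IP of animal 12, Cbx1 was at 75.4 CPM, Mlh3 at 70.46 CPM, and the 50 most abundant features took 11.35% of the counts.
All 4 mutant IP libraries and the input libraries of mutants 12, 69 and 93 held fewer genes than any wild-type library of the same kind, while the input of 94 lay within the wild-type range. Spike-in species with a wild-type mean of at least 20 counts were missing in 0 of 291 cases in wild-type libraries and in 47 of 388, or 12.11%, in mutant libraries, though in only 1 of 43 in the input of 93 and 0 of 43 in that of 94. Spike-ins do not come from the testis, so fewer RNA molecules carried into the mutant libraries may account for the pattern, and this stays open, as the amounts added are not stated. Sequencing depth is excluded for input, with a median total of 0.9678 times that of wild-type input. Loss of the same transcripts from all mutant testes is excluded as the whole cause for the input of 12, 69 and 93, since 89.21%, 90.35% and 77.35% of the features with a wild-type mean of at least 50 counts that were missing there had 10 or more counts in another mutant, and it stays open for the input of 94 (51.54%) and for IP, where it was not tested.
Lower values outnumbered higher ones in mutant input at an unadjusted p under 0.05. Over features with at least 10 counts in every library they did not, with 948 lower and 1005 higher in edgeR and 1030 lower and 1201 higher in DESeq2. With TMM the lower share was 94.24% among the 9143 features with the lowest counts, 53.57% in the group of equal size below the highest and 73.25% among the highest, which is over the bound set in advance against dropout of genes with few counts. RLE size factors move fold changes among the highest by a median of 0.06 (interquartile range 0.06 to 0.07) and give 54.97% there (DESeq2 54.6%), so this share turns on a small and nearly uniform offset and decides neither on dropout nor on the scaling. Fewer spermatids or late spermatocytes may also add to it, with a median of -1.149 for round spermatid genes, although a lower output per cell was not tested apart from it. All 3 stay open.
Fold changes in input and in ribosome association ran opposite, with a covariance of -0.1699. Both contain the same input libraries, and simulated data without an effect gave a median covariance of -0.6575, from -0.688 to -0.636. Since the simulated value is larger than the measured one, the shared input cannot be told apart from a biological coupling by it. Other splits of the animals gave -0.261 to -0.165, so shared input libraries may account for the whole of it. As correlations the measured values were weaker than in any other split. Pearson was -0.354 against -0.514 to -0.379, and Spearman -0.346 against -0.501 to -0.370. A biological coupling stays open and was not tested otherwise.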

How the results depend on the processing

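Settings called added here were chosen only after the result was seen, and the others, as well as lists and rules, were set before the data were examined. In input edgeR called 3 features. It called 30 without a filter, 1 without rounding and 0 at an adjusted p under 0.01, and leaving out 1 animal gave 0 to 2. DESeq2 called 1143, and limma on log2 TPM 0 with 0.1 and 0 with 1 added. Added settings gave 0 per transcript, 107 with voom and quality weights (1333 with at least 10 counts), 368 for DESeq2 with at least 10 counts, and 0 for edgeR and 6413 for DESeq2 without animals 12 and 69. For ribosome association edgeR called 0 (1156 at an unadjusted p under 0.05), DESeq2 979, limma on log2 TPM 1, and edgeR with no replicate block for the animals 388. Leaving out 1 animal gave 0 to 10, the 10 without mutant 12. Added settings gave 2 per transcript, 1 for annotated genes, 142 with voom, 5 for DESeq2 with at least 10 counts, and 76 for edgeR and 4429 for DESeq2 without 12 and 69. The study's ratio test gave 686 without adjustment, 485 on log2 ratios (over 10298 features) and 685 over the features kept by edgeR's filter. As added settings it gave 728 per transcript, 239 with none at 0, 476 with TPM above 1 in every input and 205 in every library. It gave 524 for annotated genes, 893 without misc_RNA (892 with the filter), 892 on CPM and 1580 without 12 and 69. In IP edgeR called 2, 1 with at least 10 counts and 0 to 4 without 1 animal, and DESeq2 2504. For IP against input in wild type edgeR called 6761, 11325 with at least 10 counts and 10270 with no block for the animals, and DESeq2 18853. Without 121 or 140 edgeR called 0 and without 17 it called 3754. In mutants edgeR called 2271, 3937 with at least 10 counts, 3721 with no block, 961 to 1585 without 1 animal, and DESeq2 10038. X-linked genes were called higher 17 times by DESeq2, and in added settings 14 times by DESeq2 with at least 10 counts (4.98% of X-linked genes called against 2.79% of autosomal genes, Fisher exact p = 0.0422), 141 times by DESeq2 without 12 and 69, and by voom 0 times, or 36 with at least 10 counts. The X-linked median was 0.1483 and from 0.08 to 0.22 without 1 animal. It was -0.01 without a filter and -0.32 and -0.08 by limma on log2 TPM with 0.1 and 1 added. Autosomal medians there were -0.24, -0.42 and -0.21, so the X-linked median stayed above them. The X-linked list was no longer called with an estimated correlation. Camera called 11 lists in input (9 to 14 without 1 animal), 14 in ribosome association (6 without wild-type 17, 7 without wild-type 140 or mutant 69, 8 without mutant 12, 15 without wild-type 121) and 21 in IP against input, and 0, 0 and 0 with an estimated correlation, the last of these an added setting. In ribosome association 2 lists were called with at least 10 counts and 3 without 12 and 69, both added. Round spermatid and late pachytene lists kept their lower median in input with TMM factors, RLE factors and DESeq2. Other medians turned. In input histones had 0.13, and -0.10 without wild-type 121. In ribosome association the round spermatid median went from -0.69 to 0.37 with at least 10 counts and 0.01 with no block, the X-linked one from -0.39 to 0.01 with at least 10 counts, and without wild-type 17 that of cell cycle genes from 0.08 to -0.15 and of cytosolic ribosomal proteins from 0.12 to -0.07. Of the remaining comparisons with an alternative, 486 were the same, 28 stronger, 116 weaker and 31 moved for lists, and 7633, 538, 6 and 516 for single genes. Among single-gene ratios 644 were the same, 5 stronger, 162 weaker and 45 moved. Fewer genes tested or fewer animals may add to a change only where a filter or an animal was removed. DESeq2 calls rose without animals 12 and 69. The cause was not tested for any setting.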

Differences from the paper's values

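Settings called added here were chosen only after seeing the values, and the others were set before the data were examined. The paper used EBSeq at a posterior probability of 0.95 for abundance, and the thresholds here differ from it. Only the study's ratio test shares the paper's threshold for ribosome association. A value counts as different from the paper's here where the larger of the 2 is over 1.5 times the smaller.
The paper gives 61% of differentially expressed genes as lower in the mutant, and edgeR gave 33.3% (1 of 3). Among settings set before the data were examined, DESeq2 gave 69.2%, at least 10 counts in every library 50%, no filter 83.3% and leaving out wild-type 121 50%, and these do not differ from the paper's by this ratio. RLE and upper-quartile factors (33.3% each) and unrounded counts (0%) do, and limma called nothing. Of added settings, annotated genes gave 50%, the newer dispersion method 50%, voom with quality weights 78.5% (61.4% with at least 10 counts), and DESeq2 50.5% with at least 10 counts and 65.6% without animals 12 and 69.
The paper gives 4.28% of differentially expressed genes as changed by 2-fold or more, and edgeR gave 100% (3 of 3). No setting reached the paper's value. DESeq2 gave 61.9% and no filter 53.3%, and the lowest was 23.1% with voom, quality weights and at least 10 counts, an added setting.
The paper gives 69% of transcripts with differential ribosome association as higher in the mutant, and edgeR at an unadjusted p under 0.05 gave 6.57%. The study's ratio test gave 45.5%, which differs by this ratio. Of the settings set before, at least 10 counts in every library (51.9%) and the ratio test on log2 ratios (86.8%) do not differ, and the remaining ones do. Of added settings, voom with at least 10 counts (60.7%) and the ratio test per transcript with none at 0 (77.4%), with TPM above 1 in every library (82.4%) and on annotated genes (56.3%) do not. The ratio test per transcript as deposited (26.1%), with TPM above 1 in every input library (36.6%) and without animals 12 and 69 (36.5%) do differ.
In counts of genes, the paper's Fig. 2A shows about 1000 lower and about 660 higher genes, read by eye, and edgeR called 1 and 2. For lower genes DESeq2 (791) and, as an added setting, voom with quality weights and at least 10 counts (818) do not differ, and every other setting does. For higher genes only that added setting (515) does not differ, and DESeq2 gave 352. The paper's Fig. 2B shows about 150 transcripts with lower and about 330 with higher ribosome association, read by eye, and edgeR gave 1080 and 76 at an unadjusted p under 0.05. For lower ones, at least 10 counts (148) and genes with above-median IP/input (146) do not differ. For higher ones, limma on log2 TPM (359 with 0.1 and 368 with 1 added) and the ratio test (312, on log2 ratios 421, over edgeR's filter 312) do not differ. Added settings that do not differ for higher ones are voom with at least 10 counts (355), edgeR without 12 and 69 (276) and the ratio test on annotated genes (295). How many of the paper's own genes a setting drops could not be counted, since the paper's lists were not used here.
The paper states that transcripts with increased ribosome association are enriched for the DNA damage response. Here a list of such genes from general knowledge split 27 above and 31 below 0, with a median of -0.01. Camera ranked it above other genes (adjusted p = 0.0186, and 0.234 with an estimated correlation). Of 35 cell cycle and DNA damage response genes singled out by the paper, 28 had a higher ratio in edgeR and all 35 in TPM. The larger misc_RNA share of mutant input raises ratios in TPM. The study chose those genes on the same libraries. The paper states that genes of H3K4 methylation showed no significant changes. In edgeR none was called either, and DESeq2 called Ash2l lower in input (adjusted p = 0.00398) and Kdm5b lower in ribosome association (adjusted p = 0.0259).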

Other observations

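Of what this part reports, the shares of misc_RNA and ribozyme RNA, the means of lists per animal and the settings called added were chosen after the result was seen. Transcripts of the piRNA pathway and germ granules had lower values in mutant input. Of 36, 28 lay below 0, with a median log2 fold change of -0.29 and a mean of -0.41. Adad2 itself, Kif17 and Papolb were called lower when adjusted over the list alone, and DESeq2 called 3 lower. All 4 mutants had a lower list mean than every wild-type animal (exact permutation p = 0.0286, and 0.179 adjusted over 25 lists). Camera gave an adjusted p of 0.0505, and 0.391 with an estimated correlation, and fry 0.0119. In ribosome association the same list stood at a median of 0.003 (mean -0.23), with Tdrd7 at -0.33 (standard error 0.12).
Cell cycle transcripts had lower values in mutant input as well. Of 54, 39 lay below 0, and Prc1, Cenpf and Bub1b were called lower when adjusted over the list alone. Cenpf, which binds kinetochores, had 368 ± 35.9 CPM in wild type and 258 ± 23.3 in the mutant (DESeq2 adjusted p = 0.00524). Camera did not call the list (adjusted p = 0.421), while it called it lower in DESeq2 (0.00705) and, as added settings, with at least 10 counts in every library (0.00885) and without animals 12 and 69 (0.0204). Fry called it lower (0.0119), and all 4 mutants lay below every wild-type animal in its mean (exact permutation p = 0.0857). Translation factors (median -0.10, camera adjusted p = 0.382), eEF1 complexes (0.474) and HP1 genes (0.710) were not called in input. Cytosolic and mitochondrial ribosomal proteins ranked above other genes in input (adjusted p = 0.0139 and 0.0123, and 0.638 and 0.416 with an estimated correlation). Their medians were -0.04 and -0.06, which turn to 0.03 and 0.01 in DESeq2. Interferon response genes had a median of -0.03 in input (adjusted p = 0.946) and apoptosis genes 0.13 (0.170). In ribosome association these 2 lists had -0.64 over 4 genes (0.426) and 0.26 over 15 genes (0.0820), the mean of the latter being -0.22. Mitochondrial ribosomal proteins had 0.01 (2.6e-04, and 0.218 with an estimated correlation), with Mrpl40 at 0.73 (standard error 0.26), and histones -0.02 (0.00626, and 0.591). That median turns to 0.03 in DESeq2 and to 0.35 without wild-type 121, and is -0.40 without wild-type 17 and -0.24 without wild-type 140 or without mutant 93. Spermatogonial markers had 0.01 (0.0402, and 0.234), Leydig markers -1.02 (0.332) and myoid markers -0.66. The tag is driven in germ cells, so the ratios of Leydig and myoid markers cannot measure ribosome association in those cells.
Adad2 mRNA fell in IP from 102 ± 6.24 CPM to 9.39 ± 2.34, a log2 fold change of -3.44 (standard error 0.24, adjusted p = 0.014 from edgeR), and was lower in 4 of 4 mutants. It was the 1 annotated gene called in IP, and leaving out any 1 animal except mutant 94 ended this call (adjusted p from 0.0598 to 0.181). At an unadjusted p under 0.05 edgeR had 352 features higher and 2695 lower in IP, and DESeq2 called 426 higher and 2078 lower. In mutants 1456 features were called higher and 815 lower in IP against input. RNAs of the misc_RNA and ribozyme classes took 56.8% to 63.7% of TPM in wild-type input and 66.2% to 69.7% in mutant input, and 3.36% to 8.56% in IP. 7SL RNA (Rn7s) alone took 44.9% to 50.6% and 55.0% to 56.4% of input TPM.
Chance cannot be excluded for the count of features called in input by edgeR, since 3 of 35 splits of the animals gave as many as the real 3, with up to 12 for animals 12, 69 and 93 against the rest. It cannot be excluded for DESeq2 in input, where 2 of 35 splits gave as many as the real 1143 and the same split gave 2668. A split that calls several times the real count points to a structure among the samples, in which mutant 94 stands with the wild-type animals. For ribosome association by edgeR the count decides nothing, since the real count was 0 and all 35 of 35 splits reach that, with up to 13. Chance cannot be excluded there at an unadjusted p under 0.05, as 3 of 35 splits gave as many as the real 1156, with up to 1299 (DESeq2 called 979 in the real split). Nor can it be excluded for IP, where 6 of 35 splits gave as many as the real 2, with up to 46. For the study's ratio test no other split reached the real 686 (1 of 35), but animals 12, 69 and 93 against the rest gave 677. By so small a margin the count of splits does not exclude chance. None of the 686, which are fewer than 5% of the 15990 features tested, passes adjustment, and in simulated data at a low dispersion that test called 609 unchanged features. For IP against input the splits are too few, with 6761 against 0 in wild type (1 of 4 splits) and 2271 against 0 in mutants (1 of 8).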
